# Prevalence, Evolution, and *cis*-Regulation of Diel Transcription in *Chlamydomonas reinhardtii*

**DOI:** 10.1534/g3.114.015032

**Published:** 2014-10-28

**Authors:** Nicholas Panchy, Guangxi Wu, Linsey Newton, Chia-Hong Tsai, Jin Chen, Christoph Benning, Eva M. Farré, Shin-Han Shiu

**Keywords:** green algae, diel expression, transcriptomics, evolution, gene regulation, *cis*-regulatory element

## Abstract

Endogenous (circadian) and exogenous (*e.g.*, diel) biological rhythms are a prominent feature of many living systems. In green algal species, knowledge of the extent of diel rhythmicity of genome-wide gene expression, its evolution, and its *cis*-regulatory mechanism is limited. In this study, we identified cyclically expressed genes under diel conditions in *Chlamydomonas reinhardtii* and found that ~50% of the 17,114 annotated genes exhibited cyclic expression. These cyclic expression patterns indicate a clear succession of biological processes during the course of a day. Among 237 functional categories enriched in cyclically expressed genes, >90% were phase-specific, including photosynthesis, cell division, and motility-related processes. By contrasting cyclic expression between *C. reinhardtii* and *Arabidopsis thaliana* putative orthologs, we found significant but weak conservation in cyclic gene expression patterns. On the other hand, within *C. reinhardtii* cyclic expression was preferentially maintained between duplicates, and the evolution of phase between paralogs is limited to relatively minor time shifts. Finally, to better understand the *cis* regulatory basis of diel expression, putative *cis*-regulatory elements were identified that could predict the expression phase of a subset of the cyclic transcriptome. Our findings demonstrate both the prevalence of cycling genes as well as the complex regulatory circuitry required to control cyclic expression in a green algal model, highlighting the need to consider diel expression in studying algal molecular networks and in future biotechnological applications.

Diel (24-hr, day/night periods) cycles dictate physiological changes at different times of day in many organisms. The timing of these physiological oscillations is regulated by a combination of environmental, metabolic, and circadian signaling processes (Farre 2012; Kinmonth-Schultz *et al.* 2013; Song *et al.* 2013; Fonken and Nelson 2014). For example, circadian clock mutants lead to phase changes under entrained diel conditions (*i.e.*, light-dark cycles) and changes in photoperiod sensitivity (Yanovsky and Kay 2002; McNabb and Truman 2008). Oscillations can be a direct adaptation to environmental cycles, for example, restricting photosynthesis and protection against ultraviolet radiation to periods of light. Diel cycles also influence biotic responses such as defense mechanisms (Arimura *et al.* 2008; Goodspeed *et al.* 2012; Baldwin and Meldau 2013) and mutualistic interactions (Frund *et al.* 2011; Lehmann *et al.* 2011). Mechanistically, many of these cycling responses are regulated at the transcriptional level. For example, in the green alga *Chlamydomonas reinhardtii*, oscillations in starch levels are partially regulated by the cyclic expression of adenosine diphosphate-glucose pyrophosphorylase (Ral *et al.* 2006). However, some circadian regulated processes are controlled at the posttranscriptional level (Kojima *et al.* 2011) and/or by the interaction between transcriptional and posttranslational regulation (Kinmonth-Schultz *et al.* 2013; Song *et al.* 2013). Early transcriptome analyses of three model organisms, *Arabidopsis thaliana*, *Drosophila melanogaster*, and *Mus musculus*, indicated that between 1 and 10% of genes exhibit circadian oscillation with periods of ~24 hr (Doherty and Kay 2010). Moreover, in photosynthetic organisms, 30–90% of genes cycle under diel conditions (Michael *et al.* 2008; Monnier *et al.* 2010; Shi *et al.* 2010; Filichkin *et al.* 2011). In land plants, approximately a third of the genes that cycle in light/dark are also circadian regulated (Michael *et al.* 2008; Filichkin *et al.* 2011). Several *cis*-regulatory elements (CREs) necessary for circadian-regulated gene expression have been identified (Michael and McClung 2002; Harmer and Kay 2005; Michael *et al.* 2008), although it remains an open question how well the identified CREs explain global cyclic expression patterns.

The green alga *C. reinhardtii* has been used extensively to study physiological processes under the control of circadian and/or diel cycle (Mittag *et al.* 2005; Matsuo and Ishiura 2010). *C. reinhardtii*’s size, short life-cycle, and extensive genetic tool set make it an ideal model organism (Harris 2001), particularly for studies such as experimental evolution from single to multicellularity (Ratcliff *et al.* 2013) and the genetic engineering of triacylglycerol accumulation in algae (Grossman *et al.* 2007; Hu *et al.* 2008; Siaut *et al.* 2011). *C. reinhardtii* also has been used to study rhythmic responses to light (Bruce 1970), ammonium (Byrne *et al.* 1992), and nitrogen availability (Pajuelo *et al.* 1995). However, studies of cyclic expression in *C. reinhardtii* have been limited to single (Mittag *et al.* 2005; Matsuo and Ishiura 2010) or relatively small sets of genes (Kucho *et al.* 2005). Despite the large evolutionary distance, there are some conserved elements between both the circadian (Corellou *et al.* 2009; Matsuo and Ishiura 2010) and the photoperiodic (Romero and Valverde 2009) oscillators of flowering plants and green algae, raising the question whether and to what extent cyclic expression is conserved. Therefore, a genome-wide analysis of cyclic expression in *C. reinhardtii* can provide insight not only into cyclic physiological behavior in green algae but also how this behavior has evolved in divergent lineages of the *Plantae*. Such an analysis will also be relevant to economically important processes in algae such as oil production.

In this study, we examined gene expression patterns under diel conditions in *C. reinhardtii*. We characterized the prevalence of cycling gene expression in the *C. reinhardtii* genome and observed that genes involved in distinct biological processes are consistently expressed at certain times during the day/night cycle. We also investigated the conservation of cyclic expression patterns between orthologs in *C. reinhardtii* and *A. thaliana*, which diverged ~650−800 million years ago (Sanderson *et al.* 2004) and the evolution of cycling paralogous genes. Finally, to understand the *cis*-regulatory basis of diel expression, we identified putative CREs (pCREs) associated with cyclic expression at different phases and investigated how these pCREs can be used to predict cycling gene expression.

## Material and Methods

### Growth of *Chlamydomonas reinhardtii* cultures

*C. reinhardtii* dw15.1 was grown in Tris-acetate-phosphate media in flasks without aeration, shaken at 100 rpm, at 22°. Although the acetate present in this media provides an alternative source of carbon, allowing for *C. reinhardtii* to grow in the dark, previous studies have shown that that the cell-cycle (Voigt and Munzner 1987; Davies and Grossman 1994) and other metabolic cycles (Ral *et al.* 2006) are still synchronized in *C. reinhardtii* grown in acetate-containing media under light/dark cycles. Additionally, the amplitude and phase of cell-cycle gene expression in our study and in previous studies where cultures were grown under autotrophic conditions (Bisova *et al.* 2005) are similar (Supporting Information, Figure S1). An initial 200-mL culture was grown to a density of 25 million cells mL^−1^ in constant light (50 μmol s^−1^ m^−2^) and used to set up 50 mL cultures of 0.5 million cells mL^−1^ that were transferred to 12-hr light (50 μmol s^−1^ m^-2^) and 12-hr dark conditions for 48 hr before sampling. Two biological replicates were collected every 3 hr between ZT (*i.e.*, Zeitgeber time, hours since last dawn) 0 and ZT 21. Each sample originated from an independent 50-mL culture. Samples collected during the light to dark or dark to light transition were taken just before the change of conditions. For collection, 2 mL of the culture was placed in a 2-mL tube and centrifuged at max speed in at 4° for 10 min. Amber tubes were used for samples collected during the dark period and the supernatant was removed under weak green light. The pellets were snap frozen in liquid nitrogen. The frozen samples were ground using the QIAGEN tissue lyser for RNA extraction.

### RNA sequencing

RNA was extracted using the Omega eZNA Plant RNA kit. The RNA was eluted in 50 μL of diethylpyrocarbonate-H_2_O, and the concentration was measured using a Nanodrop (Thermo-Fisher). A portion of the RNA was diluted to 1 ng μL^−1^ to check the RNA Integrity Number with a Bioanalyzer (Agilent). All samples had a RNA Integrity Number equal to or greater than 7. Library preparation and sequencing was performed at the MSU-Research Technology Support Facility using the Illumina Tru-Seq Stranded kit with an Illumina HiSequation 2500. Eight samples were sequenced in each lane using a custom bar-coding, but the two biological replicates from the same time point were run in separate lanes. The average number of RNA-Seq reads per sample was 1.81e7, and they ranged between 7.07e6 and 2.58e7. The reads from each of 16 samples (eight time points, two samples each time point) were mapped to the *C. reinhardtii* genome (version 4.3 from Phytozome) using Tophat (Trapnell *et al.* 2009) with default parameters except for intron length (min 13, max 8712) and max-multi-hits (1). Gene models on nonchromosomal fragments were not considered. Fragments per kilobase of transcript per million mapped reads (FPKM) per gene were calculated using Cufflinks (Trapnell *et al.* 2010) with parameter –I 8712. A high percentage of reads mapped to the genome: the least mapped sample had 82% of reads mapped and the average of all samples was 85%. Upper quartile normalization was applied to all samples to correct for technical variation as recommend in Bullard *et al.* (2010). The two biological replicates were appended and used as two consecutive days for downstream analysis. Raw read data are available through the National Center for Biotechnology Information Sequence Read Archive, BioProject accession [PRJNA264777].

### Identification of cycling genes

Two programs were used to identify cyclic patterns of expression in FPKM data, COSPOT (which is described in Panda *et al.* 2002) and an application of the discrete Fourier transform (DFT). The DFT has been applied previously to the analysis of cyclic expression using RNA-Seq data (Rodriguez *et al.* 2013), but our method is based primarily on PRIISM (Rosa *et al.* 2012). We chose to use both COSPOT and the DFT in conjunction because we found that the combination of methods had superior coverage of known cycling genes without a substantial increase in the expected false positive rate (see File S1)

In our application, we take the DFT of each gene expression vector in the *C. reinhardtii* FPKM data set, converting a set of ‘N’ FPKM values (x) in terms expression *vs.* time to new values (y) in terms of expression *vs.* frequency such that:

$$y_{k}=\sum_{n=0}^{N-1}x_{n}*e^{-i2\pi \frac{kn}{N}}$$ (1)

Where *x_n_* is the FKPM value at the nth time point and *y_k_* is the kth frequency component with period T/k, where T is the time period spanned by the expression vector. The set of frequency components represents the power spectra of the associated expression vector, that is, the contribution of each periodic cycle to the overall data. In calculating the power spectra of the expression data, we employed a nonwindowed application of Welch’s method (too few data points were present tolerate the loss of information involved in windowing) to average the power spectra over subsets of the expression vector with T = 24 hr. This was done to reduce bias in the calculation of the power spectra that might be induced by a particular subset of the expression data at the cost of reducing the overall resolution of the power spectra (although this loss of resolution was primarily at the extreme ends of the spectra and should not affect our results). Furthermore, the coefficients of each power spectra were normalized prior to averaging using the following equation:

$$y_{k}^{*}=\frac{y_{k}-y_{\min}}{y_{\max}-y_{\min}}$$ (2)

Where *y*_min_ is the smallest coefficient of the power spectra and *y*_max_ is the largest. As such, the normalized values,$y_{k}^{*}$, are on the interval [0,1], further reducing the affect that a single subset can have on the average power spectra. The “cyclic score” of each gene is defined as the normalized value of the 24 hr frequency component. This score is equated to a *P*-value by randomizing the order of values in each expression vector and scoring the vectors in this random population. For this study, we tested cyclic score thresholds equal to the fifth, second, and first percentiles of the score distribution of the randomized data (equal to 0.745, 0.808, and 0.841 respectively) and chose the second percentile as our cutoff for calling cycling genes (equivalent to a *P*-value of 0.02). In comparison, the fifth percentile of cyclic score for the set of predicted cycling genes in *C. reinhardtii* was 1. Additional information about how these thresholds were determined as well as a comparison to COPSPOT can be found in File S1.

### Clustering cycling genes according to phase

Cycling genes in *C. reinhardtii* were first divided by their phase of expression, that is, the ZT at which peak expression occurred in the FPKM data set. Within each phase cluster, genes were ordered using hierarchical clustering implemented in R for display purposes. Phase clusters were further broken down using two-rounds of k-means clustering, implemented using custom Python scripts. K-means clustering involves initially selecting “k” random centers in parameter space and assigning genes to clusters based on their distance to the nearest center. The mean of each cluster is then used to define new centers which in turn are used to redefine clusters; this process is repeated until the clusters converge or the amount change per iteration falls below a specified threshold. The final clusters used for pCRE identification contained 10−90 genes. Enrichment of Gene Ontology (GO) terms and pCREs in phase groups was done using the Fisher exact test, and the resulting *P*-values were corrected for multiple hypothesis testing using the method of Benjamini-Hochberg (Benjamini and Hochberg 1995).

### Conservation of cyclic expression and phase of expression among duplicate genes

Gene trees in *C. reinhardtii* were defined using the pipeline described in Zou *et al.* (2009) using a set of protein domains defined using PFAM (Punta *et al.* 2012). These domains were extracted from protein sequences and aligned using MAFFT (Katoh *et al.* 2002), and a phylogeny was inferred using RAxML (Stamatakis 2006) with parameters -f d -m PROTGAMMAJTT. Large domain families were divided by building neighbor joining trees with PHYLIP (Felsenstein 2005) and cutting a at distance to root ≥ 0.05 to create subclusters between 4 and 300 genes in size. Domains were mapped back to *C. reinhardtii* genes to infer gene trees. The gene trees, including the divided trees for large domain families, were reconciled with an existing species tree (Moreau *et al.* 2012) using NOTUNG (Chen *et al.* 2000). An archive of these gene trees in Nexus (.nex) format has been included as File S2. Branches containing *A. thaliana* and *C. reinhardtii* genes were extracted from the overall tree. The significance of the retention rate of cyclic expression and the phase of cyclic expression was determined by randomly pairing genes in the set of duplicates 100,000 times and comparing retention among actual duplicates to the random population.

### Modeling cycling state divergence of duplicate genes

The divergence of duplicate genes was modeled using a system of three difference equations with a common rate ‘d’ for the divergence of both cycling and noncycling duplicates and a common rate ‘s’ for the reversion of diverged duplicates back to an identical state. Duplicate gene pairs were binned according to *Ks* (width = 0.3), and we assume that the initial frequency of duplicates was the same within each bin (if the initial conditions were significantly different, we would expect to see deviation from the observed frequencies in the model predictions, which was not the case). We then solved for values of ‘d’ and ‘s’ using the observed change between consecutive bins, arriving at a solution with the same qualitative behavior as the observed data. A detailed description of the model can be found in File S1.

### Identification of pCREs and phase prediction

Identification of pCREs in the promoter regions of *C. reinhardtii* genes followed the pipeline described in Zou *et al.* (2011). Cycling genes were clustered according to phase and expression profile as previously described. For each cycling gene the promoter region, defined as the first 1-kb upstream of the transcription start site less any bases that overlap with another gene, was isolated. Six motif finders, AlignAce, MDscan MEME, Motif Sampler, Weeder, and YMF, were used to identify motifs enriched in the promoter region of each phase cluster compared with the promoters of all cycling genes. The resulting motifs were merged using UPGMA to reduce the number of motifs and remove redundant motifs. Merged motifs were mapped back to the *C. reinhardtii* genome using a threshold *P*-value of 1e-05.

The presence or absence of pCREs was used to predict the phase of expression of cycling genes using a support vector machine (SVM) implemented in Weka (Hall *et al.* 2009). Given a test-set of positive and negative examples defined using n-variables (in this case, presence or absence of pCREs), SVM seeks to define a linear classifier (*i.e.*, a hyperplane in variable space), that best divides positive and negative examples. This classifier is then used to assign subsequent data points to either the positive or negative set. A grid search of two parameters, the minimum distance between positive and negative groups (C) and the ratio of negative to positive examples in the training set (R), was used to optimize separation and pick the best classifier. The tested range of each parameter was as follows: C = (0.01, 0.1, 0.5, 1, 1.5, 2.0) and R = (0.25, 0.5, 1, 1.5, 2, 2.5, 3, 3.5, 4). Results were validated using 10-fold cross validation, which involved dividing positive and negative examples for each phase into training test sets using stratified random sampling. Each of the 10 test sets was classified by an independent SVM run and the average of the 10 runs was used to score the performance of the parameter set.

### Identifying groups of genes with common expression or common function

Cyclic genes with common expression were defined using k-means clustering as described previously. Cyclic genes with common function were defined as those that shared the same GO annotation. For the purpose of predicting cyclic expression, we used only those GO annotations overenriched in at least one phase of cyclic expression and where at least eight annotated genes were overenriched in the same phase.

## Results

### Cycling gene expression is extensive in the *C. reinhardtii* genome

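RNA from 16 cultures of strain dw15.1 was sequenced, from 2 independent cultures (replicates A and B) at each of 8 time points between ZT 0 and ZT 21. The samples at ZT 0 were taken in the dark just before lights on, and those at ZT 12 in the light just before lights off. The authors mapped the reads to genome version 4.3 with TopHat and calculated FPKM (fragments per kilobase of transcript, scaled to the mapped reads of the library) with Cufflinks. These FPKM were taken for 17114 gene models, of which 16815 were above 0 in at least 1 library. Each library was then multiplied by 1 factor (0.687 to 1.01) that brought its 75th percentile to that of replicate B at ZT 6. After this upper quartile normalization the median over genes ranged from 1.74 to 2.20 FPKM, a shift of 0.34 on the log2 scale. The confidence limits of Cufflinks hold the number of fragments behind each value, which summed to between 5.87e6 (ZT 12, replicate B) and 2.19e7 (ZT 18, replicate A) per library, with a median of 1.47e7. The paper gives its depth in reads before mapping, and the values here rest on the recovered fragments. A count of 3 fragments in a gene of median length equaled at most 0.101 FPKM. Replicates of the same time point correlated at 0.995 to 0.998 across genes on log2(FPKM + 1). The highest correlation of a replicate A library with another time point ranged from 0.935 at ZT 3 to 0.990 at ZT 15 and ZT 18.
As in the paper, the 2 replicates were read as 2 consecutive days, with replicate A set as the first day here. The cyclic score was the 24-hr component of power spectra averaged over 9 overlapping windows of 8 values, with p from vectors in random order. Cosine waves with periods of 20 to 28 hr were fitted to the linearly detrended values in place of COSPOT, with p from 1000 random orders of the 16 values, the same for all genes. Genes called by either method at a p under 0.02 are the cycling genes below. In addition, limma was fitted to log2(FPKM + 1) of the 12153 genes with a mean of at least 1 FPKM. It tested a 24-hr cosine, any difference among the 8 time points, and a 12-hr component beside the 24-hr one, each at a Benjamini-Hochberg adjusted p under 0.05. Its log2 amplitude runs from the fitted daily mean to the fitted peak. Gene models carry only locus names in the annotation used, so genes are named by symbol only where the paper pairs a symbol with a locus.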

To characterize cyclic expression in *C. reinhardtii*, the expression profiles of 17,114 annotated *C. reinhardtii* genes were defined from samples taken at 3-hr intervals over two 24-hr time courses (see the section *Materials and Methods*). A gene was defined as cyclically expressed if it exhibited statistically significant, nonrandom variation at a regular period as identified by either COSPOT or DFT (see the section *Materials and Methods*). 

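Genes of photosynthesis and carbon metabolism with earlier reports of rhythmic expression (Table S4) were mostly highest in the first part of the day, and the beta-tubulin genes around dusk. LHCII, a chlorophyll-binding protein of the light-harvesting antenna, rose from 31.4 ± 0.714 FPKM (SD, n = 2 cultures) at ZT 15 to 646 ± 1.85 at ZT 6, a 20.6-fold change. PRK1, the phosphoribulokinase of the Calvin cycle, rose 13.8-fold from 23.2 ± 0.861 at ZT 15 to 319 ± 13.0 at ZT 6. TUB2, a beta-tubulin, ran opposite to them, from 30.9 ± 1.27 at ZT 6 to 567 ± 77.9 at ZT 12.
The 24-hr amplitude of LHCII (Cre06.g283950, chromosome 6 of genome version 4.3, 4071804 to 4073491) was 1.98 on the log2 scale (standard error 0.23, adjusted p = 4.025e-06 from limma). That of PRK1 (Cre12.g554800, chromosome 12, 8448962 to 8452595) was 1.66 (standard error 0.13, adjusted p = 8.271e-08 from limma), and that of TUB2 (Cre12.g549550, chromosome 12, 7755035 to 7757478) was 1.79 (standard error 0.23, adjusted p = 1.474e-05). The chloroplast aldolase FBA3 reached 1777 ± 54.5 FPKM at ZT 6, 9.61-fold above its level at ZT 15. FNR1, the ferredoxin NADP reductase, peaked earlier, at ZT 3, with 400 ± 5.02 FPKM against 41.4 ± 2.33 at ZT 15. CAH1, a carbonic anhydrase, had the largest fold change of the 15 genes, 126.5-fold, from 0.388 ± 0.211 FPKM at ZT 9 to 49.1 ± 3.59 at ZT 3. It rested on 16 to 3844 fragments per library. The aldolase FBA2 rose 41.0-fold between ZT 9 and ZT 3, and FBA1 9.00-fold between ZT 15 and ZT 6. TufA, an elongation factor, also peaked at ZT 6, at 22.0 ± 0.772 FPKM, 7.44-fold above its trough. The GTPase ARF1 changed 2.27-fold, with its highest mean at ZT 9, as had the aldolase FBA4 (2.10 FPKM), whose highest value lay at ZT 6 in replicate A and at ZT 3 in replicate B. TUB1, the other beta-tubulin, rose 6.29-fold from ZT 6 to ZT 12, and its highest value lay at ZT 21 in replicate A and at ZT 12 in replicate B. HSP70B, a chloroplast chaperone, was 3.00-fold higher at ZT 3 than at ZT 0, with a further maximum of 106 ± 1.09 FPKM at ZT 12. Neither HSP70B (adjusted p = 0.3988) nor the cytosolic thioredoxin h1 (adjusted p = 0.218) passed the 24-hr test of limma, while both differed among time points (adjusted p = 1.08e-07 and 5.747e-06).
In all, 13 of the 15 genes of Table S4 were cycling genes, and 10 of the 15 had their highest mean at ZT 3 or ZT 6. The 24-hr test of limma passed in 13 over all genes tested, and in 13 adjusted over the list alone. With FPKM before upper quartile normalization, the cytochrome CYC4 (adjusted p = 0.155 from limma) and the aldolase FBA4 (adjusted p = 0.128, 23 to 85 fragments per library) no longer passed.

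**Figure D1:**
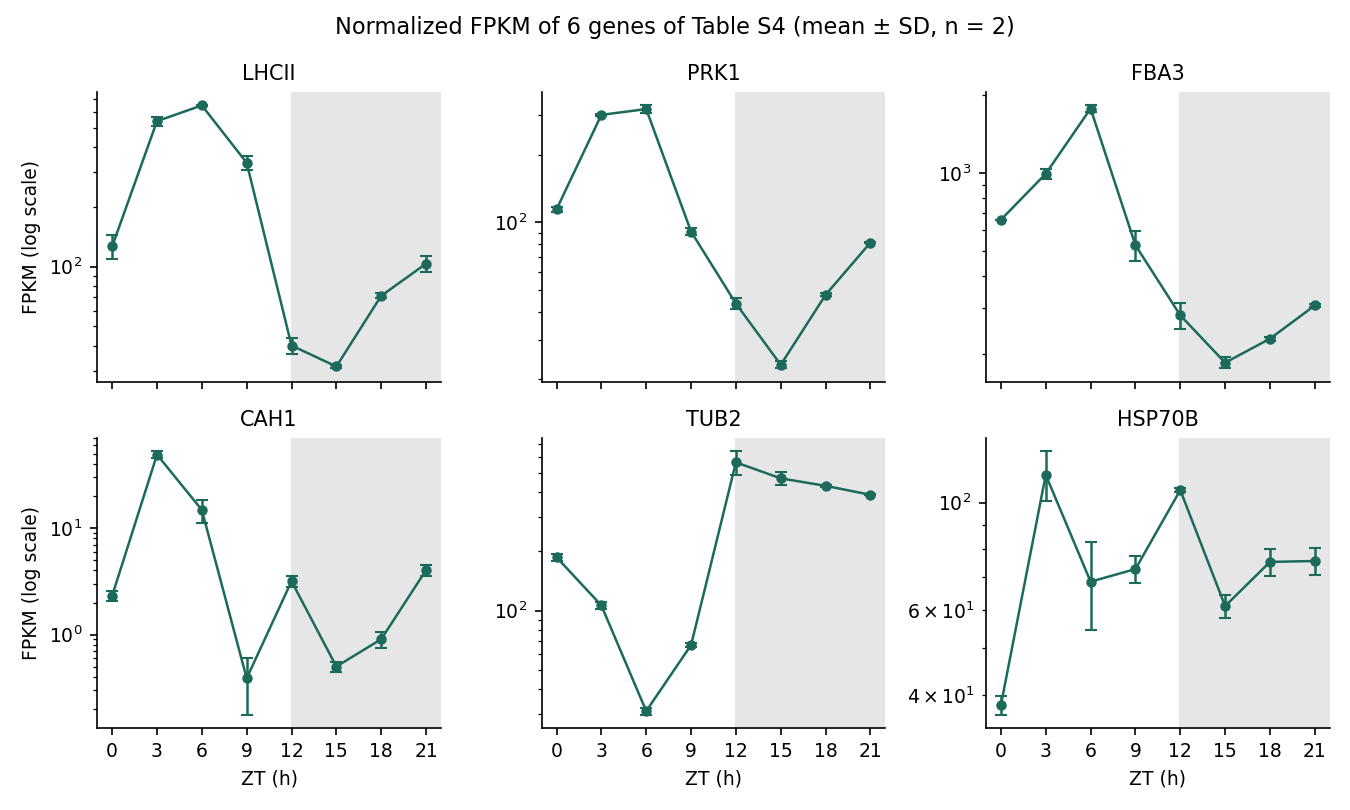
Mean FPKM after upper quartile normalization (log scale) against ZT in hours for LHCII, PRK1, FBA3, CAH1, TUB2 and HSP70B. Points are means of 2 cultures with SD as error bars, and the shaded part is the dark period. LHCII, PRK1 and FBA3 are highest at ZT 6, TUB2 is highest at ZT 12, and HSP70B has maxima at ZT 3 and ZT 12.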

The union of predictions for both methods covered 8072 cyclically expressed genes (47.2% of the *C. reinhardtii* genome), which we hereafter refer to as “cycling genes.” Both approaches generated cyclic expression models that correlated with the original expression data, with an average Pearson correlation coefficient of 0.987 for COSPOT and 0.880 for DFT. 

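Most gene families examined here were cyclically expressed in the majority of their members, which also held for gene models as a whole. Of all gene models 66.5% were cycling genes, and of those with a mean of at least 1 FPKM 75.1%. Among EF-hand proteins, which bind calcium, 22 of 23 were cycling genes. So were 6 of 7 actins, 54 of 66 AAA ATPases, 36 of 45 thioredoxins, 52 of 68 ABC transporters and 31 of 41 cytochrome P450 enzymes. Of Hsp70 chaperones 6 of 13 were called, of cyclins 9 of 17 and of class I aminoacyl-tRNA synthetases 1 of 7, and differences in share between families were not tested. The 24-hr test of limma called 12 of the 17 cyclins, and 7 of the 10 Hsp70 chaperones with a mean of at least 1 FPKM. Of 129 core histones 32 were called, and 21 of the 32 had under 10 fragments in every library, as did 112 of the 129. The families are those of the domain trees of File S2 used here, which hold 2773 genes. They group genes by a shared domain, so that the name of a family need not describe every member. Of the 200 trees 47 were complete, so that the family counts may lack members.
Over all gene models, 11377 were cycling genes, which is 66.5% of the genome. The cyclic score called 11063 of them and the cosine fit 9635, with 9321 called by both. A further 1742 were called by the cyclic score alone and 314 by the cosine fit alone. Random orders of all 16 values, which part the replicates, are expected to give 336 calls per method at this threshold. Random orders of the 8 time points with the replicates kept together gave a median of 2150 cycling genes and at most 9969. The share was 75.1% among genes with a mean of at least 1 FPKM and 48.2% among genes below it. With a single replicate, 1 value per time point, the cosine fit called 1621 genes without replicate A and 1481 without replicate B. The like number with both replicates is the 9635 of the cosine fit. The cyclic score could call no gene from 1 replicate, as its p was 0.2546 or more there.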

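For FBA3, LHCII and PRK1 the best cosine wave fitted the detrended FPKM with an r2 of 0.595, 0.677 and 0.660. For CAH1, with its narrow peak in the morning, r2 was 0.343, and for HSP70B 0.0970. Over the genes called by the cosine fit, the Pearson correlation between model and data averaged 0.833, with 5th and 95th percentiles of 0.731 and 0.938. Over the genes called by the cyclic score, the 24-hr component correlated with the data at 0.841 on average, with 5th and 95th percentiles of 0.682 and 0.957. The 24-hr component had a median correlation of 0.503 in genes that were not cycling. These are correlations across the 16 values of each gene, and genes are not independent replicates. The genes were called on the same values, so that higher correlations among them follow in part from their selection.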

The correlation for COSPOT models is greater compared with that of DFT because COSPOT models are fit directly to the overall pattern of the data whereas the DFT models are based only on variations that occur at a period of 24 hr. 

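Transcript levels changed at every step of the day, and least in the middle of the night. The step from ZT 21 to ZT 0 joins the last time point to the first, since no later sample was taken. Between ZT 0 and ZT 3, the first hours of light, 8677 of 12153 genes differed, with a median change of 0.39 on the log2 scale. Between ZT 15 and ZT 18, 2205 genes differed, with a median change of 0.12, with 68 genes at least 2-fold higher and 39 at least 2-fold lower at ZT 18. The tubulin domain family, for example, stood at 1.09 of its daily mean at ZT 9, and at 1.42 and 1.37 at ZT 15 and ZT 18. The actin domain family stood at 0.63 of its daily mean at ZT 3 and at 1.64 at ZT 9.
Any difference among the 8 time points was found in 12053 genes (99.2%) by the F-test of limma. A 24-hr cosine was found in 10008 (82.4%), of which 9062 were also cycling genes, and its median amplitude was 0.54 on the log2 scale. In 1797 of the 10008 genes the amplitude exceeded 1. The fitted 24-hr component accounted for a median of 72.2% of the variance of a cycling gene, and for more than 50% in 10399 of them. Cycling genes were called by a 24-hr or nearby component of these same values, so that a high share follows in part from their selection. Without replicate A 5492 genes passed the 24-hr test and without replicate B 5788, each with 8 samples.

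**Figure D2:**
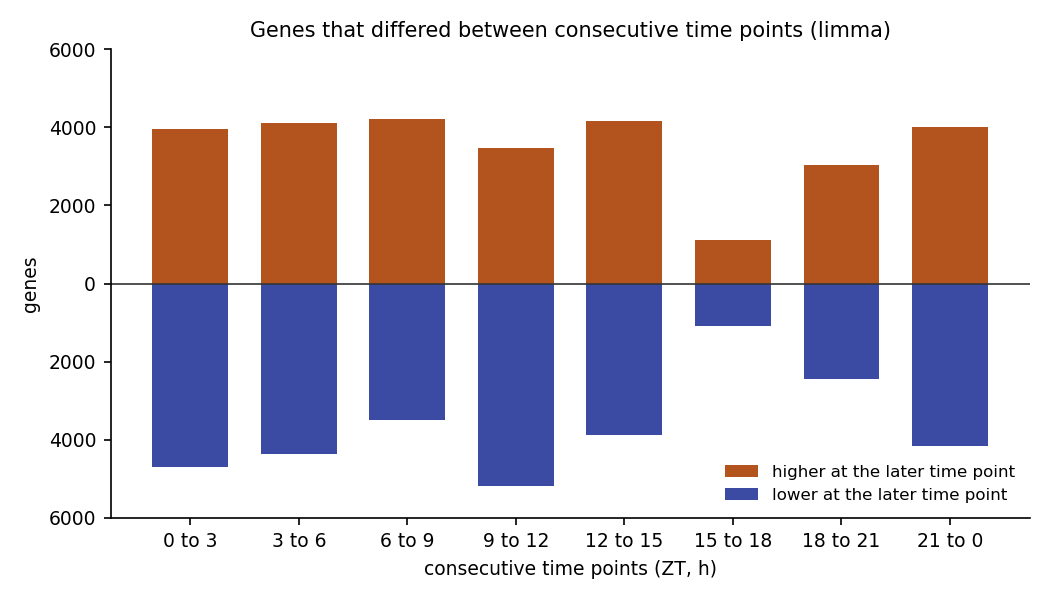
Number of genes that differed between consecutive time points at an adjusted p under 0.05 from limma, with genes higher at the later time point above 0 and genes lower at the later time point below it. The last step joins ZT 21 to ZT 0, the first time point sampled. Of 12153 genes, 8677 differed between ZT 0 and ZT 3, and 2205 between ZT 15 and ZT 18.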

Taken together, cyclic variation in gene expression represented the predominant form of nonlinear variation in RNA content at both the genome-wide and individual gene level.

Cyclic variation can be described using three parameters: period, amplitude, and phase (Figure 1A). Using the fitted models, we inferred the period, amplitude, and phase of all cycling genes in the *C. reinhardtii* genome. 

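The best cosine wave of CYC4 and FBA4 had a period of 23.5 hr, and that of ARF1, CAH1 and FBA1 a period of 23 hr, while the best waves of LHCII, PRK1, FBA3, FNR1, TUB1, TUB2 and TufA were shorter. Cycling genes as a whole had a mean period of 23.6 hr with an SD of 1.19 hr over genes and a median of 23.5 hr. In 95% of them the period lay between 21.5 and 26.5 hr, and in 70.8% between 23 and 25 hr. The replicates are separate cultures sampled over a single day in light and dark and read one after the other. No free-running rhythm was therefore measured. Since both were sampled at the same ZT, any profile that they share repeats after a day by construction. The fit also searched only a limited range of periods around a day. These periods thus cannot test whether genes have a daily period. Nor can they show that the period differs between genes.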

The distribution of period for our set of cycling genes was centered around 24 hr (+/− 1.10 hr, 95% confidence interval; Figure 1B and Figure S2A). The amplitude of cyclic expression was highly correlated with mean expression level (*r*^2^ > 0.7) and, on average, was only half the size of the mean, indicating that most cycling genes are expressed at some constitutive level even during the trough of the cycle (Figure 1C and Figure S2B). 

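Subunits of the 20S proteasome, the core of the protein-degrading complex, changed by a median of 2.61-fold between trough and peak. Members of the actin domain family changed by 2.82-fold. KH-domain RNA-binding proteins changed less, by 1.73-fold. At the other extreme, the genes of expression cluster 191 of File S6 changed by a median of 206-fold, from a median level of 0.014 of the daily mean at ZT 3, where they rest on few fragments (a median of 23 in their lowest library). The study chose this cluster on the same libraries.
Across cycling genes, r2 between log10 amplitude and log10 mean FPKM was 0.887, and 0.729 on the linear scale; genes are not independent replicates. The median ratio of the amplitude to the mean was 0.540, with quartiles of 0.360 and 0.803. The lowest time point held a median of 24.5% of the highest. It exceeded 10% of the highest in 76.7% of cycling genes and was under 5% in 1641 of them.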

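Fitted peaks of photosynthesis genes fell in the morning and those of tubulin genes in the night. The 24-hr fit of FPKM placed the peak of FNR1 at ZT 3.35, PRK1 at ZT 4.09, FBA3 at ZT 4.71 and LHCII at ZT 5.04. TUB2 peaked at ZT 16.3 and TUB1 at ZT 17.8. FBA2, another chloroplast aldolase, peaked near dawn at ZT 0.413.
Peaks that rounded to ZT 23, 0 or 1 were found in 9.41% of cycling genes, and peaks that rounded to ZT 11, 12 or 13 in 9.89%, against 12.5% for any 3 consecutive hours of an even distribution. Larger shares fell over much of the light period, with 5.07% at ZT 4, 5.14% at ZT 6 and 16.1% at ZT 7 to 9, and at ZT 14 to 16 (14.4%) and ZT 20 to 22 (14.4%), and a smaller share at ZT 17 to 19 (8.10%). When cycling genes were called from 1 replicate alone, the share near ZT 0 was 18.3% without replicate A and 21.1% without replicate B. The share near ZT 12 was 23.3% and 19.3%. Such fits to a single day of simulated curves with even phases gave 22.1% and 22.4%. The simulation had 1 noise level (SD 0.4), at which 995 of 4000 curves were called, and need not match the selection in the data. The shape of the distribution also depended on the fit. Over all 16 values, peaks of the best cosine wave had local maxima at ZT 9 (7.26%), ZT 17 (5.18%) and ZT 21 (6.61%).

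**Figure D3:**
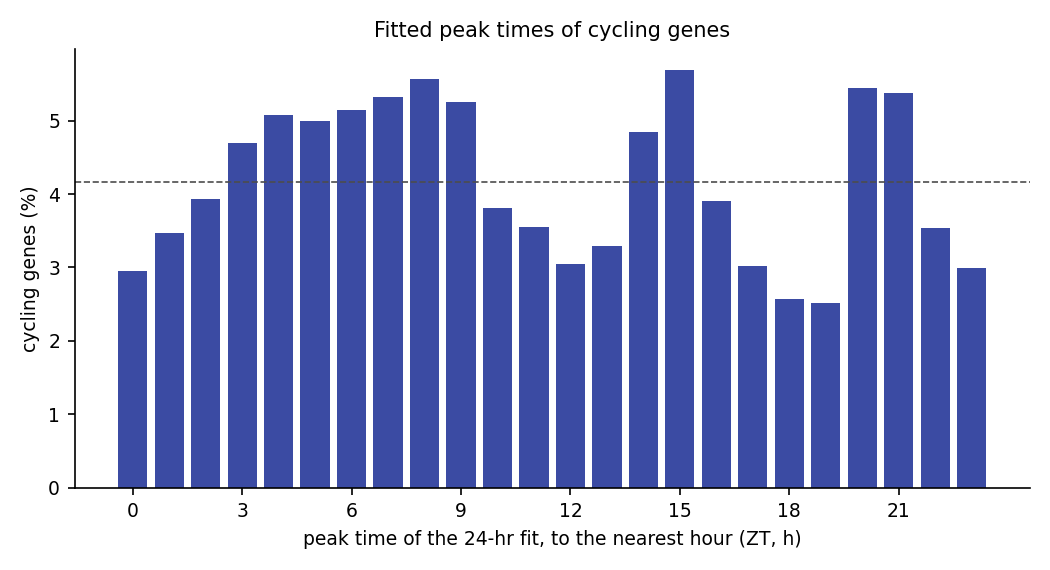
Percent of cycling genes against the peak time of the 24-hr fit, rounded to the nearest hour (ZT). The dashed line is the percent per hour of an even distribution. Local maxima lie at ZT 4, ZT 8, ZT 15 and ZT 20, and shares are low around ZT 0, ZT 12 and ZT 18.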

The phase distribution of cycling genes was bimodal with one peak at around ZT 0 (20.6% of cycling genes) and a second around ZT 12 (16.4% of cycling genes), corresponding to the night-to-day and the day-to-night transitions, respectively (Figure 1D and Figure S2C). Our finding concurs with the phase distribution reported for *A. thaliana* and other plant species under diel conditions (Michael *et al.* 2008; Filichkin *et al.* 2011) as well as a subset of circadian genes in *C. reinhardtii* (Kucho *et al.* 2005).

**Figure 1:**
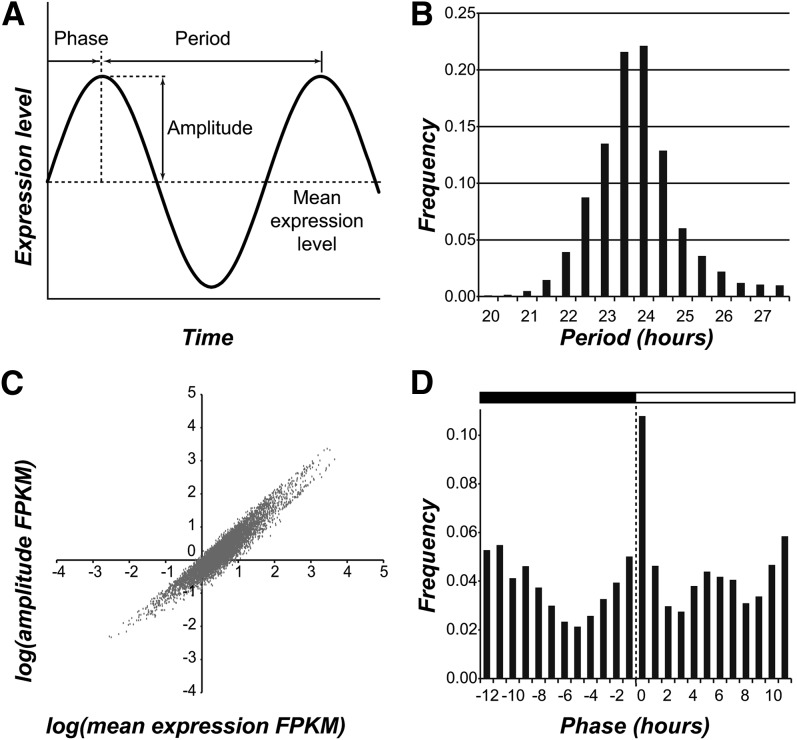
Period, amplitude, and phase of cyclic expression. (A) Three properties of cyclic variation: period, amplitude, and phase. (B) The distribution of period of cycling genes identified in *C. reinhardtii*. (C) The relationship between amplitude and mean expression level in FPKM (fragments per kilobase of transcript per million mapped reads). (D) The distribution of the phase of cycling genes.

### Phases of cycling gene expression are associated with a succession of biological functions

Earlier studies have shown that multiple processes in *C. reinhardtii* have specific rhythms, including the expression of key photosystem components (Hwang and Herrin 1994; Jacobshagen and Johnson 1994) and the timing of gametogenesis (Jones 1970). Thus, we first asked which processes tend to be rhythmic by identifying GO terms with an overrepresented number of cycling genes. We found that cycling genes were enriched in 44 GO terms, including those related to the chloroplast, photosynthesis, and ribosomal subunits (Table S1). Among these terms, the most striking pattern was that 207 of 252 flagella related genes showed cyclic expression. In particular, 80% of cyclically expressed flagella genes (167 of 207) had peak expression at ZT 21, suggesting that biological functions can be phase specific. 

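Genes of the cilium list of File S8 were lowest in the afternoon and highest at the end of the night. Their median level was 0.26 of the daily mean at ZT 9, 1.38 of it at ZT 15, and reached 1.88 at ZT 21. All 25 were cycling genes, and 24 of the 25 had their highest mean at ZT 21. The median change between trough and peak was 7.22-fold, with a median 24-hr amplitude of 1.28 on the log2 scale. Of the 9 genes of the cell projection organization list, 7 of which are also in the cilium list, 8 peaked at ZT 21, with a median change of 5.23-fold. All genes of both lists passed the 24-hr test of limma. The study drew both lists from its cycling genes, by phase, on these libraries. Neither their peak time nor the share that cycled is therefore independent evidence, and the cilium list used here ends before its last genes.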

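By the time point of highest expression, the afternoon and dusk held the largest groups of genes and the middle of the night the smallest; by the peak of the 24-hr fit, dusk did not. Assigned to the time point of its highest mean FPKM, 2043 cycling genes (18.0%) peaked at ZT 9 and 1973 (17.3%) at ZT 12, while 443 (3.89%) peaked at ZT 18. The clusters of the first 6 hr of light held 1399 genes at ZT 3 and 1804 at ZT 6, the cluster before dawn 1609 at ZT 21, and the remaining dark clusters 1242 at ZT 0 and 864 at ZT 15.
The ZT 15 cluster showed the deepest troughs, with a median lowest level of 13.2% of the peak, and the ZT 9 cluster the shallowest, with 33.1%. Replicate A and replicate B gave the same peak time point in 8688 cycling genes (76.4%), and a peak within 3 hr in 92.4%. Assignment by the peak of the 24-hr fit instead moved genes to neighboring clusters, with 1760 at ZT 6 as the largest, 1125 at ZT 12, 1643 at ZT 15 and 922 at ZT 18 as the smallest. The largest cluster was ZT 12 with FPKM before upper quartile normalization (2401 genes) and ZT 21 when a single replicate was used (543 genes without replicate A and 449 without replicate B).

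**Figure D4:**
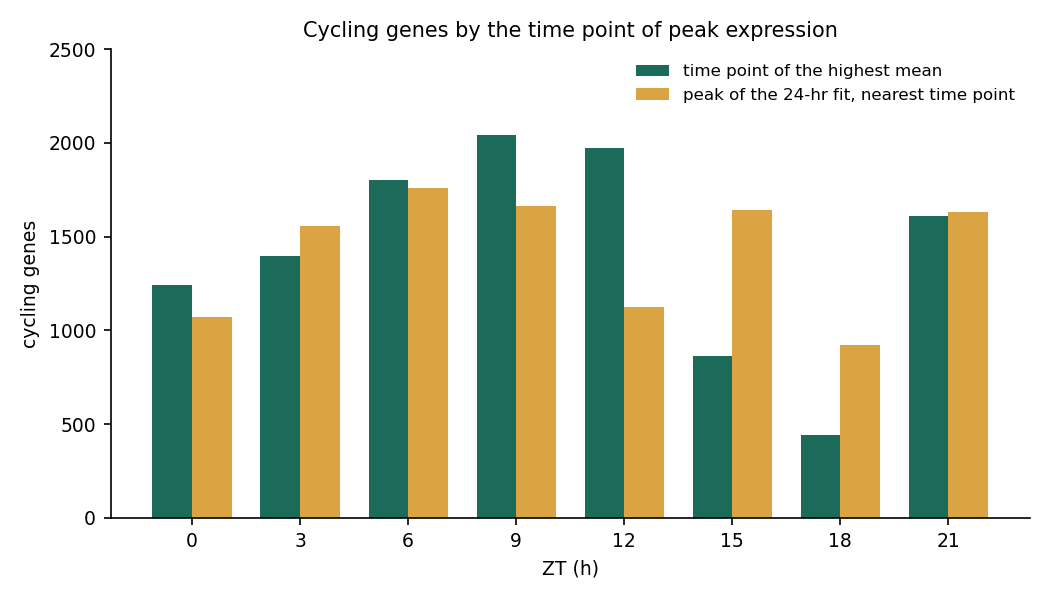
Cycling genes at each ZT, assigned by the time point of the highest mean (dark bars) or by the peak of the 24-hr fit (light bars). By the highest mean, ZT 9 holds 2043 genes and ZT 18 holds 443.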

To further explore the association between phase and function, cycling genes were assigned to eight “phase clusters” (ZT 0, 3, 6, 9, 12, 15, 18, and 21; Figure 2A), and enrichment of GO categories within each cluster was determined.

**Figure 2:**
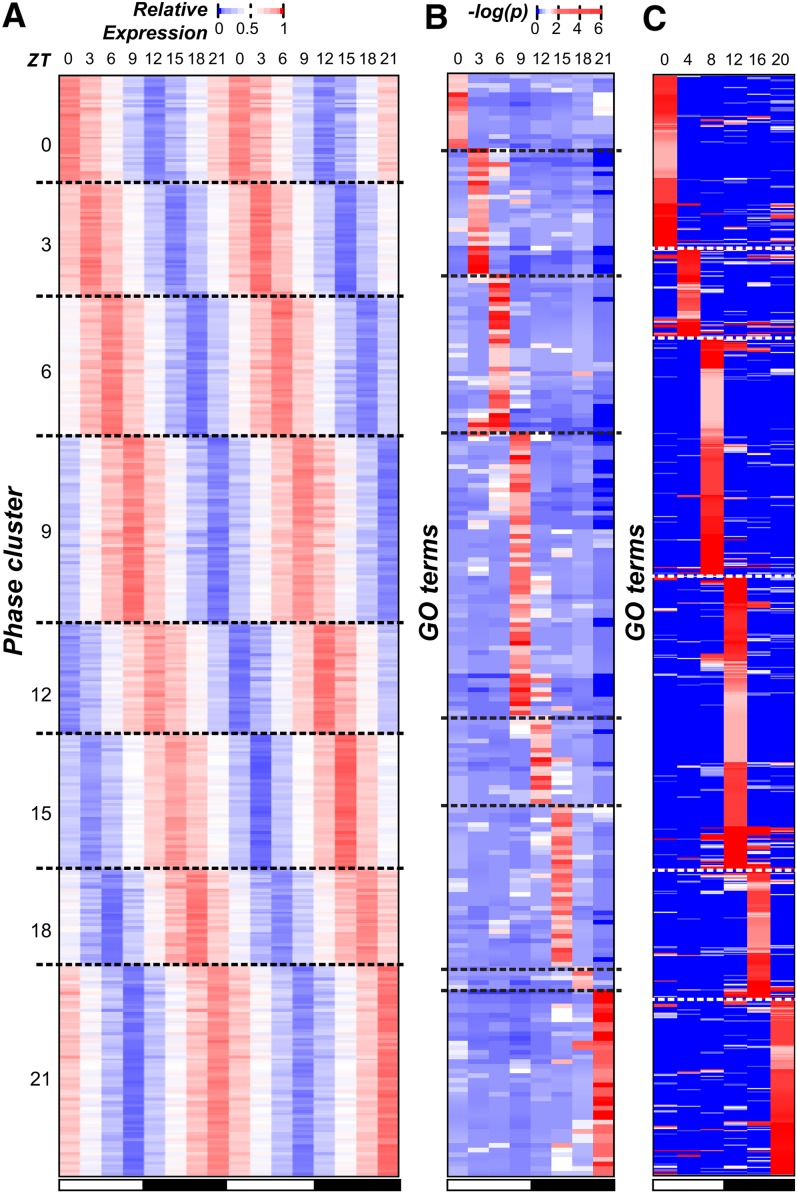
Phase of gene expression and cyclically expressed GO terms. (A) The normalized (relative) expression of each cycling gene in *C. reinhardtii* (each row) across the 48-hr period (columns). Genes were assigned to phase clusters based on the predicted time of peak expression. Genes in each phase cluster were ordered using hierarchical clustering. The white and black bars below indicate samples from the light and the dark periods, respectively. (B) The test statistics of GO term (rows) enrichment in each phase (columns) in *C. reinhardtii*. The −log(*p*-value) of the Fisher exact test is plotted. GO terms are ordered along the y-axis according to the most enriched phases and hierarchically clustered within each phase. (C) The test statistics of GO term enrichment in each phase in *A. thaliana*. Methods for assigning GO terms to phase, clustering, and the color legend are the same as in (B). GO, Gene Ontology.

We found that 237 GO terms had overrepresented numbers of genes in ≥1 phase cluster (Figure 2B). Enrichment values for each term in each phase group can be found in File S3. The greatest number of enriched terms was found in the ZT 21 cluster, just before the night-day transition, (40/237, 16.7%) and the ZT 9 cluster, just before the day-night transition (61/237, 25.7%). We also observed that overrepresented GO terms tended to be phase-specific: of all 237 terms, only 19 were enriched in >1 phase, and 12 of those were enriched only in two adjacent phases (Figure 2B and Figure S3A). In contrast, the majority of underrepresented categories (51%) spanned ≥4 phases (Figure S3B). Thus, genes involved in the same process not only tended to be enriched in a particular phase of expression but were also depleted in other phases. This phase-specificity of functional categories was consistent with previous studies of light-response, metabolism, cell division, and flagellum biogenesis in *C. reinhardtii* demonstrating cyclic behavior at a specific time of the day (Jones 1970; Cavalier-Smith 1974; Teramoto *et al.* 2002). For example, DNA replication and mitotic events in *C. reinhardtii* are restricted to the early hours of the dark period (Jones 1970): not only is the transition into darkness required for normal cell division (Voigt and Munzner 1987), but DNA replication and cell separation occur between 2 and 5 hr after the light-dark transition (Fang *et al.* 2006). This specific timing of DNA replication after the light to dark transition matches the phase of expression for cycling genes related to this process. 

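Members of several gene families peaked together. Of 16 genes of 20S proteasome subunits, 15 had their highest mean at ZT 9, against 18.0% of all cycling genes, and in both replicates the median of the family was highest there. The TCP-1 and chaperonin 60 proteins, which fold other proteins, peaked with them (8 of 12 cycling members), as did 10 of 20 ubiquitin-like proteins, although the median of that family was highest at ZT 12. Cyclic nucleotide-binding proteins peaked before dawn, with 13 of 19 at ZT 21, and adenylate and guanylate cyclases, the enzymes that make cyclic nucleotides, before and at dawn, with 21 of 83 at ZT 21, where the family median was highest but over-representation did not pass (adjusted p = 0.07386 from the exact test), and 23 at ZT 0.
Over-representation was tested with the one-sided Fisher's exact test in 55 families with at least 8 cycling members and 8 phases, and 20 of these 440 tests passed a Benjamini-Hochberg adjusted p under 0.05. The adjusted p was 1.829e-08 for the proteasome (odds ratio 69.0), 1.497e-05 for cyclic nucleotide-binding proteins (13.2), 0.001288 for the cyclases at ZT 0 (3.17), 0.01061 for the chaperonins (9.17) and 0.02765 for ubiquitin-like proteins (4.59). Protein kinases, the largest family, were over-represented at ZT 0 (98 of 428), ZT 21 (97) and ZT 18 (31). Ankyrin-repeat proteins were over-represented at ZT 21 (27 of 91, adjusted p = 0.004711 from the same exact test), though the median of the family peaked at ZT 15 with FPKM before upper quartile normalization. The families come from the domain trees, which were not selected on expression, but the test was chosen after the expression values had been seen. Of the 200 trees 47 were complete as used here, so that the families tested may lack members.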

Alternatively, the gradual increase in expression of replication associated genes toward a peak early in the dark period may track with increases in cell size, as it has been shown that the concentration of cell cycle regulatory proteins HA-MAT3, DP1, and E2F1 remain constant despite the increase in cell volume during G1 (Olson *et al.* 2010). 

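Response regulators, the receivers of phosphorelay signaling, were highest in the morning. Of 14 cycling members, 8 had their highest mean at ZT 3 (5 by the peak of the 24-hr fit, with 5 more at ZT 0), and the family median was 1.47 of the daily mean at ZT 3 and 0.55 at ZT 12; with FPKM before upper quartile normalization the median was highest at ZT 0. Class I and II aminotransferases, several of which act in amino acid synthesis, had their highest median at ZT 3, at 1.52 of the daily mean against 0.76 at ZT 0, while 6 of the 11 cycling members were highest at ZT 6 and 3 at ZT 3. RRM proteins, the RNA-binding family that includes splicing factors, changed little as a group, between 0.85 and 1.14 of the daily mean, though 60 of 89 were cycling genes and 17 of the 60 peaked at ZT 9. The median of the RRM proteins was highest at ZT 9, but at ZT 15 with FPKM before upper quartile normalization and at ZT 12 with median-ratio scaling.
The ZT 3 phase was over-represented among response regulators (odds ratio 9.56, adjusted p = 0.004263 from the one-sided Fisher's exact test over the domain families). Neither the aminotransferases nor the RRM proteins passed that test in any phase. A domain family is wider than a functional category, and the gene lists of the enriched categories themselves were not used here. The families tested may also lack members, since not all trees were complete as used here.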

We should note that many of the phase-specific functional categories uncovered here, such as amino acid biosynthesis, phosphorelay activity, and mRNA splicing were not previously known to show time-specific cycling behavior in *C. reinhardtii*. Although correlation alone is insufficient to prove causation, the coordination between cyclic expression and function is highly suggestive that timing of transcription can regulate the timing of higher order biological processes.

Based on the apparent association between phase and function in this as well as in previous studies, GO terms were classified into broad “functional groups”: (1) ribosome and translation, (2) photosynthesis and light response, (3) mitochondria and metabolism, (4) cell cycle and mitosis, and (5) microtubules and flagella (Figure 3 and Table S2). We found that group 1, 2, and 3 were overrepresented in the middle of the day (ZT 3 and 6), group 4 in the early and mid-night (ZT 12 and 15), and group 5 at the end of the dark-period (ZT 21) (Figure 3A). 

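Photosynthesis genes changed severalfold over the day and ribosomal protein genes by less than 2-fold, with both groups highest at ZT 3 or ZT 6. The 9 photosystem I genes of File S8 reached 2.16 of their daily mean at ZT 6 and fell to 0.31 at ZT 15, and 8 of the 9 peaked at ZT 6. The 9 genes of the thylakoid lumen, the inner space of the photosynthetic membranes, all peaked at ZT 3, at 2.13 of their daily mean. The 20 genes of the small cytosolic ribosomal subunit stood at 1.33 and 1.32 of their mean at ZT 3 and ZT 6 and at 0.80 at ZT 12. The 9 genes of cyclic nucleotide biosynthesis were highest between ZT 21 and ZT 3 and lowest at ZT 12, where they stood at 0.36 of their mean.
The median change between trough and peak was 7.14-fold for photosystem I, whose genes had a median of 518 FPKM, 4.39-fold for the thylakoid lumen and 1.68-fold for the small ribosomal subunit. All members of these 4 lists were cycling genes, and all with a mean of at least 1 FPKM passed the 24-hr test of limma. The large ribosomal subunit list (26 genes, not complete) changed by 1.65-fold, and 15 of the 26 peaked at ZT 3. With FPKM before upper quartile normalization the small subunit ranged from 1.14 at ZT 3 to 0.86 at ZT 9. Under median-ratio scaling its peak moved to ZT 6. The study drew these lists from its cycling genes, by phase, on these libraries. Neither their peak times nor the share that cycled is therefore independent evidence, and other genes of these functions are not covered.

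**Figure D5:**
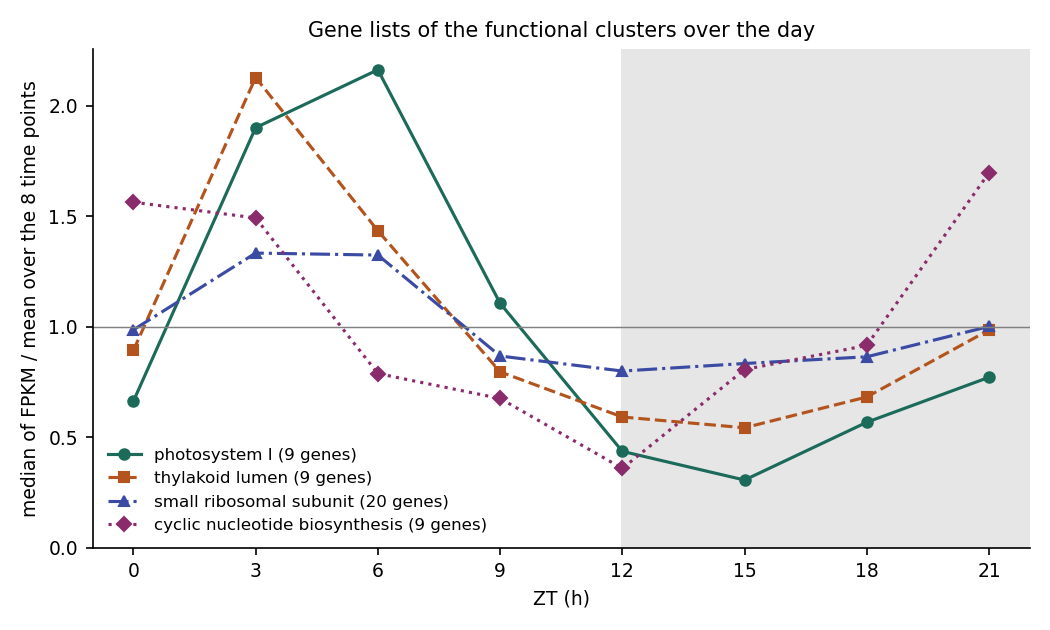
Median over the genes of each list of FPKM divided by the gene's mean over the 8 time points, against ZT in hours, with the dark period shaded. Photosystem I is highest at ZT 6 and the thylakoid lumen at ZT 3; the small ribosomal subunit stays between 0.80 and 1.33. With FPKM before upper quartile normalization the small subunit stays between 0.86 and 1.14.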

Consistent with the pattern of phase-specific enrichment of genes in different functional groups, the normalized expression profiles of cycling genes in each functional group clearly demonstrated phase specificity (Figure 3, B−F). The diel expression data also highlighted the possibility of distinguishing different components of a biological process. For example, group 5 genes are involved in forming microtubules and subsequently flagella. Within this group, genes associated with the microtubule cytoskeleton peaked earlier in the dark period whereas those associated with flagellum assembly peaked toward the end (Figure 3L), representing a clear delineation between spindle body formation and flagellar regeneration as described previously (Cavalier-Smith 1974). 

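The tubulin domain family, which includes the tubulins that form microtubules, rose from the middle of the day to dusk, ahead of the cilium genes. Its members, called tubulins here, were grouped by their domain alone, so not all of them need form microtubules. Of 9 cycling members, 7 had their highest mean at ZT 12. The family stood there at 1.77 of its daily mean against 0.30 at ZT 6. Kinesins, the motor proteins that move along microtubules, rose later: their median stood at 0.55 at ZT 9, 1.22 at ZT 12, 1.40 at ZT 15 and 1.34 at ZT 18, though 16 of 32 cycling members were highest at ZT 12. At ZT 12 the cilium genes were still at 0.39 of their daily mean. The study drew the cilium list from its cycling genes, by phase, on these libraries. Its later peak was thus set by that choice and is not independent evidence of an order.
The ZT 12 phase was over-represented among tubulins (odds ratio 16.7, adjusted p = 0.005338) and kinesins (odds ratio 4.80, adjusted p = 0.00144) in the one-sided Fisher's exact test over the domain families, with genes assigned by their highest mean; by the peak of the 24-hr fit 3 of 9 tubulins and 3 of 32 kinesins fell at ZT 12, and 16 kinesins at ZT 15. A further 10 of the 32 kinesins peaked at ZT 21, which did not pass that exact test (adjusted p = 0.1385). The peak of the family median, ZT 12 for tubulins and ZT 15 for kinesins, was the same with FPKM before upper quartile normalization and with median-ratio scaling. The families were tested after the expression values had been seen, they may lack members, and the samples at ZT 12 precede lights off. From the earlier peak of microtubule genes and the later peak of flagellum genes, the paper describes spindle body formation and flagellar regeneration as clearly delineated, as the earlier work it cites had described.

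**Figure D6:**
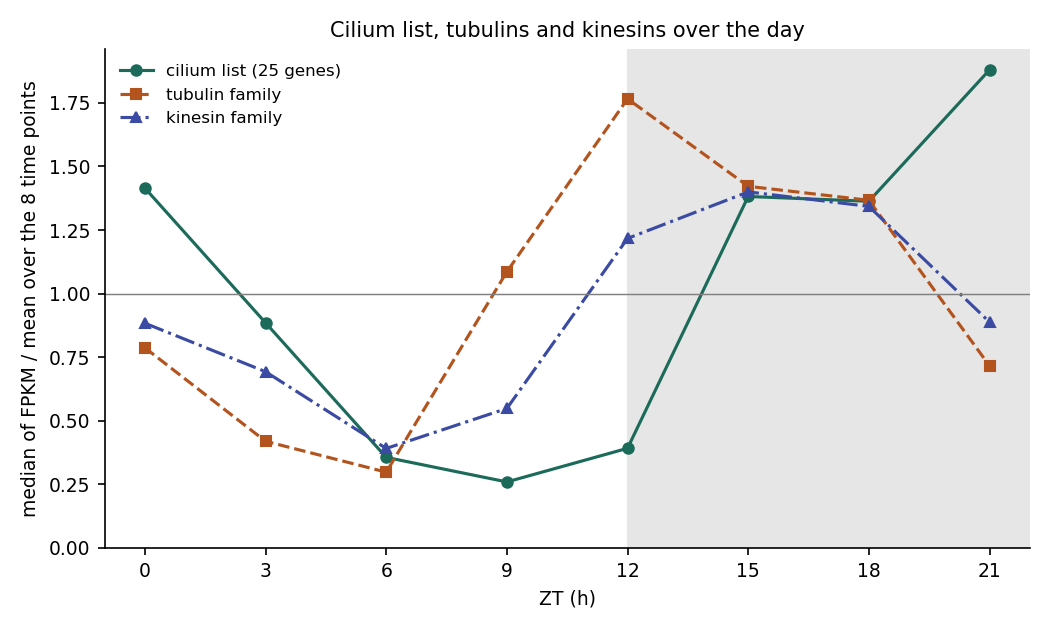
Median over the genes of each group of FPKM divided by the gene's mean over the 8 time points, against ZT in hours, with the dark period shaded. The tubulin family is highest at ZT 12, the kinesin family at ZT 15 and the cilium list at ZT 21. The study chose the cilium list by its phase on these libraries.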

Taken together, our findings suggest that the timing of biological processes (translation, cell-replication, and regeneration of the flagellum) may be determined by transcriptional regulation.

**Figure 3:**
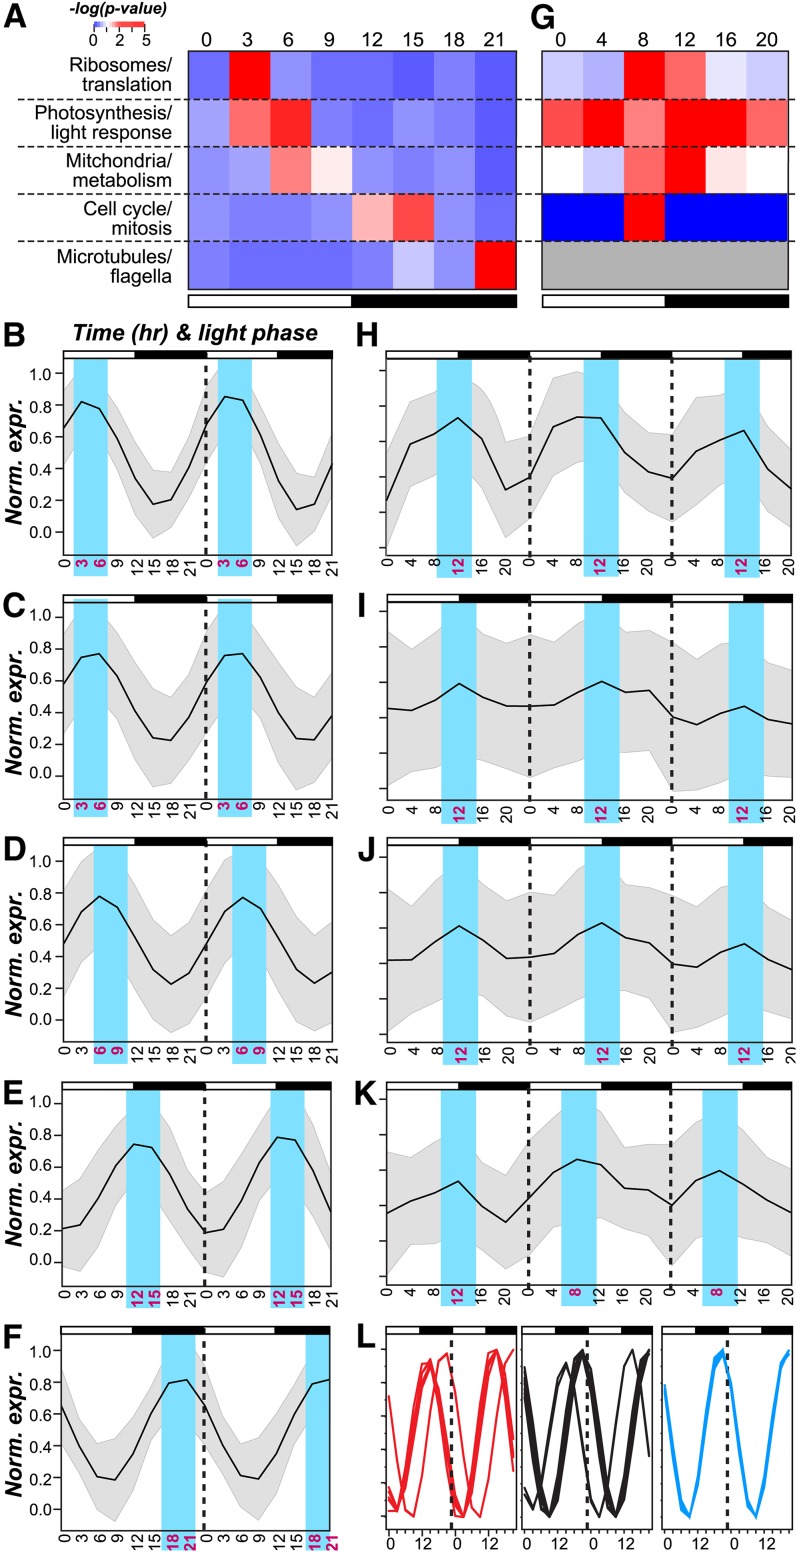
Phase specific expression of broad functional categories. (A) Enrichment test statistics in each functional group (row) and in each phase cluster (column) among *C. reinhardtii* cycling genes. The color indicates the averaged –log(*p*-value) of GO terms in a functional group Table S2 (B−F) Normalized expression profiles of genes in each functional group in *C. reinhardtii*. The black line indicates average expression values. The gray area represents +/−1 SD. (B) Ribosomes/translation; (C) photosynthesis/light-response; (D) mitochondria/metabolism; (E) cell-cycle/Mitosis; (F) microtubules/flagella; (G) enrichment test statistics for functional groups in *A. thaliana*. The functional group designation and color legends are the same as (A). Gray: not applicable. (H-K) Normalized expression profiles of genes in each functional group in *A. thaliana*. (H) Ribosomes/translation; (I) photosynthesis/light-response ;(J) mitochondria/Metabolism; (K) cell-cycle/mitosis; (L) expression profiles of genes in the microtubule cytoskeleton (red), flagellum assembly (blue), and cell projection organization (black) categories.

### *C. reinhardtii* and *A. thaliana* orthologs have limited conservation in cycling gene expression patterns

To test whether the functional coordination and phase specificity of cyclic expression observed in *C. reinhardtii* can be found in related multicellular species, cycling genes were identified in *A. thaliana* using the same methods and cutoff values applied to *C. reinhardtii* on an existing diel expression data (Blasing *et al.* 2005). A total of 4945 genes in *A. thaliana* were identified as cycling (21.7% of the annotated genes), less than half of what was seen in *C. reinhardtii*. This difference is in part due to a lower sampling density of the *A. thaliana* data (once every 4 hr), though the overall time span covered was longer (3 d). It is also possible that the mixture of different cell types in *A. thaliana* samples could mask some rhythmic expression patterns. We also observed that 992 GO terms in *A. thaliana* were overrepresented in ≥1 phases compared with 237 in *C. reinhardtii*, which is likely a function of significantly better annotation (Figure 2C). Enrichment values for each term in each phase group can be found in File S4.

In contrast to the strict phase-specificity in *C. reinhardtii*, *A. thaliana* group 2 GO terms (photosynthesis and light response) were enriched among cycling genes in all six time points but were predominant at ZT 4. The other three groups (group 1, 3, and 4) were restricted to at most two adjacent phases (Figure 3G). Compared with *C. reinhardtii*, there is a greater variance in the phase of expression among the *A. thaliana* cycling genes within each group, potentially due to the fact that the *A. thaliana* expression data were derived from samples of mixed tissues and cell types. Nonetheless, the peak expression of photosynthetic, mitochondrial, and ribosomal genes occurred at a similar time, as was observed in *C. reinhardtii* (Figure 3, H−K). These results suggest that cyclic expression is conserved between a subset of functionally related genes, in both unicellular and multicellular plant systems.

Because of the concern that the phase-specificity differences between *C. reinhardtii* and *A. thaliana* might be due to annotation quality difference, we next examined the degree to which cycling gene expression was conserved between orthologous genes in these two species. Among 11,845 putative orthologs, 1464 (12.4%) showed cyclic expression in both species (referred to as “co-cycling” orthologs), which is significantly greater than the random expectation (χ^2^ test, *P* < 0.001). The conserved co-cycling genes encode components of the ribosome (particularly the small subunit), plasma, and thylakoid membrane components, or are involved in stress response (Fisher exact tests, *P <* 0.05). Nonetheless, we should emphasize that the difference between the observed and expected proportion of co-cycling orthologs was only 2.4%. Thus, most cycling genes in *C. reinhardtii* are not cyclic in *A. thaliana* and vice versa. In addition, although the amplitude of cyclic expression is significantly correlated among co-cycling orthologs (*r*^2^ = 0.30, *P <* 10^−100^), there are only weak relationships between their phases (*r*^2^ < 0.01, *P* < 0.006). The *A. thaliana* and *C. reinhardtii* lineages diverged 650−800 million years ago (Sanderson *et al.* 2004) and have extensive differences in life histories, distribution, complexity, and physiology. Thus, the conserved components of cyclic expression are likely core processes strongly selected to be maintained, including photosynthetic, mitochondrial, and ribosomal genes (Figure 3, H−K). However, most orthologs between green algae and flowering plants have divergent patterns of cyclic expression, and the extent of cyclic expression divergence highlights the fact that cycling gene expression can be plastic.

### Conservation of cyclic expression is more prevalent among older duplicate genes

To further assess how quickly cyclic expression divergence occurred, we asked how the pattern of cycling gene expression evolved between duplicated genes in *C. reinhardtii*. Gene trees were inferred based on similarity of known protein domains, and we retained only the closet pairs of paralogs (*i.e.*, those separated by only a single ancestral node) for subsequent study (see the section *Materials and Methods*). The frequency with which the pattern of gene expression (cycling or noncycling) was identical or divergent was compared with the timing of the inferred duplication event, estimated using the synonymous substitution rate (*Ks*) (Figure 4A). The overall frequency of diverged duplicates (one paralog cycling, the other noncycling) increased with *Ks*, approaching an asymptote of ~0.45 for *Ks* > 0.9. Although the frequency of noncycling duplicates decreased with *Ks*, the frequency of cycling duplicates was greater on average for *Ks* > 0.9 indicating a net gain of cycling expression as duplicates age. We hypothesized that this gain of cycling expression results from a bias in the rate at which duplicate genes diverge that favors the cycling state.

**Figure 4:**
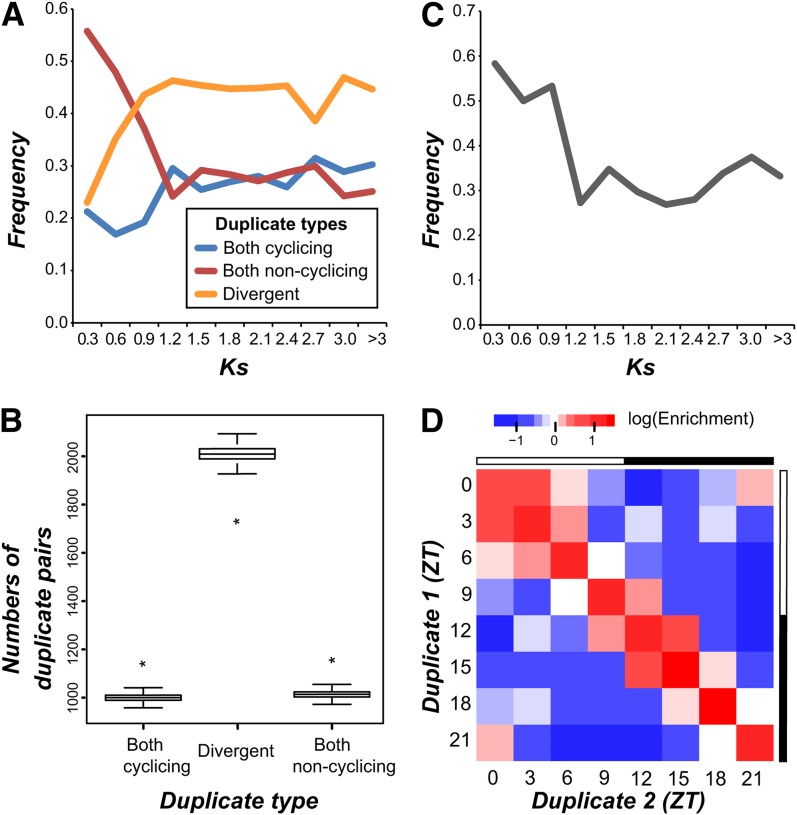
Conservation of cyclic expression and phase of cyclic expression. (A) The frequency at which duplicate pairs of genes in *C. reinhardtii* maintain cycling expression, maintain noncycling expression, or diverge as a function of the synonymous substitution rate (Ks). (B) Distribution of cycling retention, noncycling retention, and divergence between duplicate pairs in random simulations. The black bars cover the interquartile range of each distribution, and error bars represent the 95% confidence interval. Observed values are indicated by asterisks. (C) The frequency at which the phase is retained in pairs of cycling duplicates as a function of Ks. (D) Enrichment values for phase retention (diagonal values) and phase change (off diagonal values) between actual duplicates and duplicate pairs in random simulations.

To test this hypothesis, we examined whether the observed changes in the frequency of retention can be explained without assuming different rates of divergence. Therefore, a null model of duplicate gene divergence was created using a system of difference equations (see the section *Materials and Methods*). We fit the transition probabilities using the difference in frequencies between *Ks* 0.6 and 0.9, and the predicted frequencies of identical and divergent duplicates closely matched our observed results at all time points (root mean squared error = 0.03), showing the same pattern of increases and decreases (Figure S4). Hence, we have no evidence of a differential rate in divergence between cycling and noncycling duplicates, however the predicted probability of transition from identical to divergent (0.42) is less than the probability of transition from divergent to identical (0.53), suggesting that there is a preference for maintaining duplicates in an identical state. This finding is consistent with our finding that the observed frequency of paralogs with identical states tends to be significantly greater than expected under random association (Z-test, *P* < 10^−17^; Figure 4B). In contrast, the frequency of paralogs with divergent state is significantly lower than expected (Figure 4B).

Next, we examined the frequency with which phase is identical among pairs of the cycling duplicates. 

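Few duplicate pairs could be placed from the trees used here, and those with both copies cycling mostly peaked at the same time. CAH1 and Cre04.g223050, its closest relative in these trees, both had their highest mean at ZT 3, with daily means of 9.40 and 2.10 FPKM; this pair was singled out after its values were seen. Of 12 pairs that are each other's closest relatives in the domain trees, 7 had both genes cycling, 2 had 1 cycling gene and 3 had none. Of the 7 pairs, 4 peaked at the same time point, 2 peaked 3 hr apart and 1 pair peaked more than 3 hr apart. In both pairs with 1 cycling gene the levels were low, with means of 0.041 and 0.16 FPKM for the copy not called, against 0.50 and 0.29. Cre06.g253850, in a pair with no cycling gene, had 0 FPKM and was not tested. Low levels may thus account for some copies that were not called. No test was made on so few pairs, and reads shared between near-identical copies cannot be separated in these values.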

Overall, the number of co-cycling paralogs for which the phase of cyclic expression was identical is more than twice the number randomly expected (Z-test, *P* < 10^−85^) with 33.7% of co-cycling duplicates sharing the same phase. The identical phase state was more common among cycling duplicates with lower *Ks*, and there was a sharp decrease in the frequency of duplicates with identical phases going from a *Ks* of 0.9 to 1.2 (Figure 4C). Next we explored whether there was a bias in the magnitude of phase change between co-cycling duplicates (Figure 4D). We found that small phase divergences of +/− 3 hr (covering 28.3% of all duplicates) tended to be enriched relative to random expectation, in particular at ZT0/ZT3 and ZT12/ZT15, although the identical phase state is still the most highly enriched scenario. Additionally, there was an inverse, linear relationship between the magnitude of the difference in phase between cycling duplicates and the enrichment of phase-shift events relative to random expectation (all cycling duplicates, *r*^2^ = 0.91; duplicates with *Ks* > 0.9, *r*^2^ = 0.93), indicating that large differences in phase between duplicates occur less frequently than expected by random chance. Furthermore, we found 33 GO terms enriched (adjusted *P*-value < 0.05) among cycling duplicates with the same phase, the majority of which (88%) were previously found to be enriched in a specific phase of cyclic expression.

### Cycling genes are enriched for specific pCREs

The coordinated expression of functionally related genes suggests the existence of one or more regulatory mechanisms that drive phase specific expression. Although mRNA levels may be affected at multiple levels of regulation, we chose to focus on transcriptional regulation driven by *cis*-regulatory sequences as circadian rhythm related *cis*-elements have previously been identified in plant and animal models (Michael and McClung 2002; Ueda *et al.* 2005; Michael *et al.* 2008). Using a motif finding pipeline (Zou *et al.* 2011), we found 687 pCREs in the 1-kb regions upstream of the transcriptional start sites of cycling genes for each of the eight *C. reinhardtii* phase clusters (Fisher exact test, adjusted *P* < 0.05). The top enriched motifs for each phase can be found in Figure 5, and the entire list of enriched motifs can be found in File S5. Each phase had 60-84 associated pCREs, except for ZT 15 with 169; however, more than 20% of pCREs (141/687) were enriched in >1 phase and 43.8% of ZT 15 pCREs (74/169) were enriched in ≥1 other phases (mostly ZT 12; Figure 6A). Therefore, each pCRE was assigned to the phase cluster in which it was most significantly enriched.

**Figure 5:**
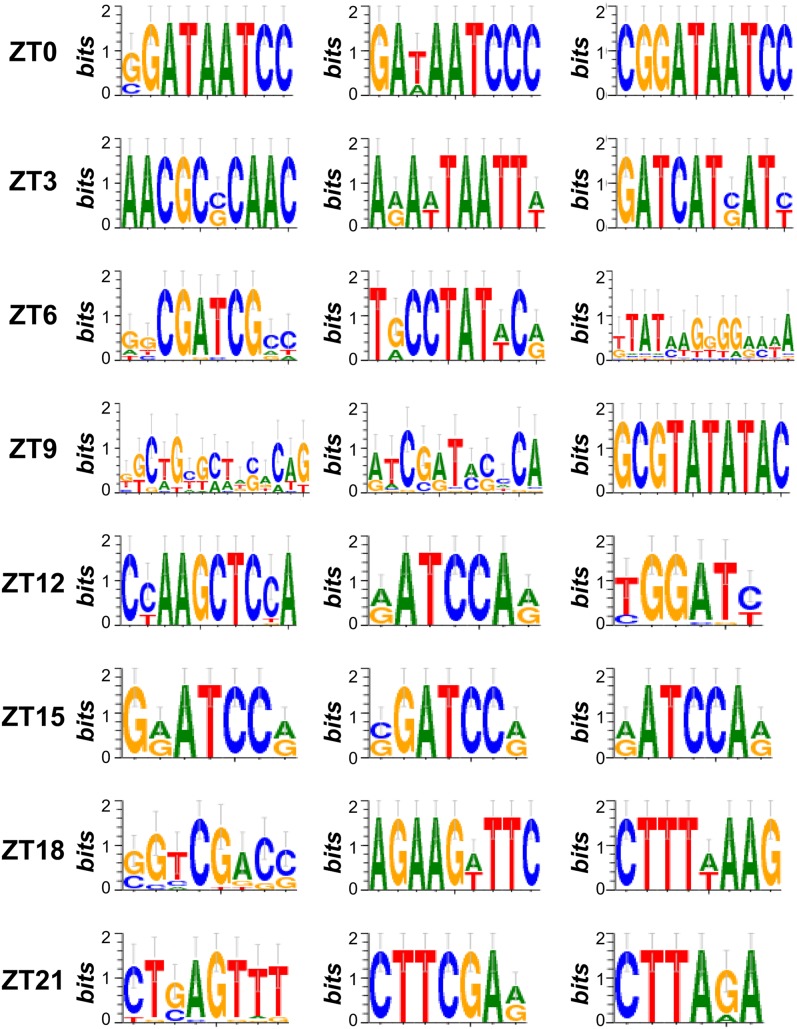
Top three pCREs enriched in each phase cluster of cyclic genes. Sequence logos representing the top three putative *cis*-regulatory elements (pCREs) enriched in each phase cluster of cycling genes in *C. reinhardtii*.

**Figure 6:**
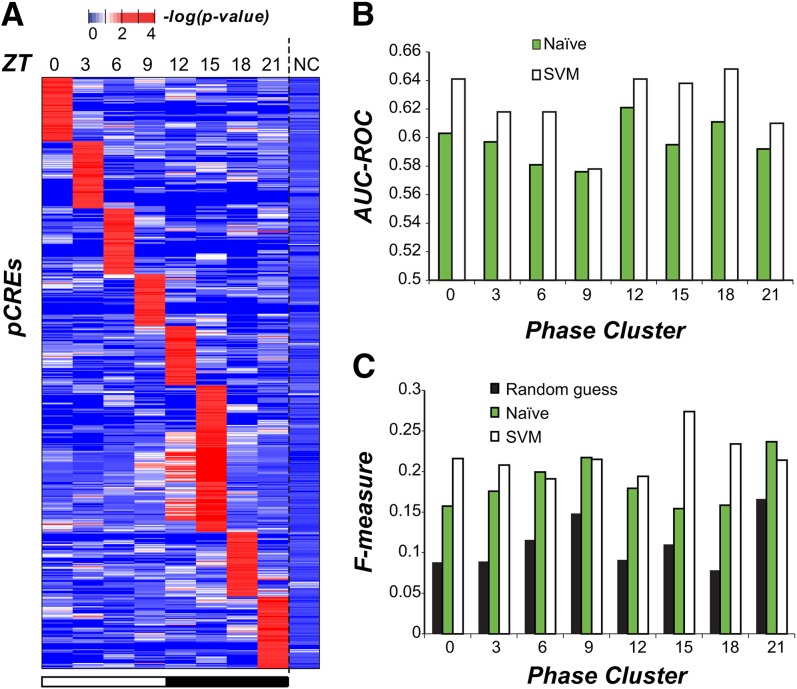
Enrichment and performance of phase-specific pCREs. (A) The enrichment test statistics of 687 pCREs (rows) in genes of each phase cluster and noncyclic genes (columns). (B) The area under the curve of the receiver operating characteristic (AUC-ROC) for phase expression prediction with naïve (green) and support vector machine (SVM, white) classifiers. (C) The F-measures for phase expression prediction based on random guess (black), naïve (green), and SVM (white) classifiers.

To further assess whether the pCREs are meaningful, they were used to establish classifiers to predict cyclic expression in different phases. First, the pCREs assigned to each phase were used to predict which genes are cyclic in a naïve manner. That is, for pCREs enriched in a particular phase, we simply predicted that all genes with ≥1 pCREs mapped to their promoters would cycle at that phase. The performance of these predictions was assessed using the area under the receiver operating curve (AUC-ROC), a metric that quantifies the ability of a method to predict positive examples which, in our case, is phase specific expression. Perfect predictors have an AUC-ROC of 1, whereas random guessing has a value of 0.5; our naïve classification of phase had AUC-ROCs that ranged from 0.58 (ZT 9) to 0.62 (ZT 12) indicating that this simple classification procedure performed marginally better than randomly assigning phase (Figure 6B). The same conclusion can be reached based on the F-measure, another prediction performance metric (Figure 6C). Next, to further improve the prediction of the phase of cyclic expression, we used the SVM algorithm to classify cycling genes according to the presence or absence of all pCREs (see the section *Materials and Methods*). The SVM classifier shows improved performance compared to naïve classification (Figure 6, B and C and Table S3) but AUC-ROC values are still relatively low, ranging from 0.58 (ZT 9) to 0.65 (ZT18) (Figure S5). We also identified two pCRE association rules enriched in specific phases of cyclic expression using CBA (Liu *et al.* 1998); however, adding these rules to the SVM prediction models did not significantly improve the overall predictive power of our pCREs as the AUC-ROC increased by at most 0.01.

Given that the *C. reinhardtii* pCREs are computationally derived, we next asked how well a known, experimentally verified, phase-specific CRE may predict cyclic expression. For this purpose we examined the Evening Element that is necessary and sufficient to drive circadian expression in *A. thaliana* (Michael and McClung 2002; Harmer and Kay 2005; Michael *et al.* 2008). Using motifs related to the Evening Element identified in Michael *et al.* (2008), we generated a cycling gene classifier to predict the phase of the 4945 *A. thaliana* cycling genes introduced in the earlier phase-specificity comparison section. The optimal AUC-ROC of the Evening Element classifier was 0.57 and 0.56 at ZT 0 and 12 hr, respectively (compared with 0.58−0.65 in *C. reinhardtii* pCRE predictions). Therefore, although the Evening Element is known to function as a circadian regulator, similar to *C. reinhardtii* pCRES, it has only limited predictive power on a genome wide scale. To obtain accurate predictions the presence or absence of pCREs needs to be supplemented with additional information regarding the regulation of cycling expression.

### Phase of cyclic expression can be predicted for groups of genes with common expression patterns or common function

The weak predictive power of pCREs likely results from an underlying complexity in the regulation of the phase of cyclic expression, either in the form of additional control mechanisms or the existence of more discrete regulatory groups. Timing of cyclic expression may be modified by interactions among regulatory motifs or posttranscriptional mechanisms. It is also possible that our phase clusters might consist of multiple regulatory subgroups. To address the latter possibility, we further classified genes in each phase group into subclusters containing genes with highly similar expression profiles (phase-expression clusters). Using SVM, 28 of 190 phase-expression clusters covering 584 genes (7.23% of cycling genes) could be classified with an AUC-ROC > 0.7 (these clusters are described in File S6), which is better than any individual phase alone. 

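The best predicted expression clusters of File S6 ranged from shallow to very deep rhythms. Clusters 34 and 42 changed by medians of 1.66-fold and 1.65-fold, with the highest level at ZT 3, and cluster 76 by 2.24-fold, with its peak at ZT 12. Cluster 78 rose 26.7-fold to ZT 12 and cluster 168 62.8-fold, from a median of 97 and 31 fragments per gene in the lowest library. Cluster 215 rose 4.87-fold to ZT 6, with 18 of its 19 genes at that time point, and cluster 180 7.28-fold to ZT 21.
The 28 clusters held 514 listed genes here, with 8 lists not complete, and 512 of the 514 were cycling genes. By the peak of the 24-hr fit, 473 of the 512 (92.4%) fell in the phase that File S6 gives for their cluster. By the highest mean, 237 (46.3%) did, and 507 lay within 3 hr of it. The study built the clusters from its cycling genes on these libraries, so that the share of cycling genes is not independent evidence.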

The best predicted phase-expression clusters do not necessarily have stronger cyclic signals (Figure 7A) compared with the worst predicted (Figure 7B). Additionally, we eliminated size (*r*^2^ = 0.15) and the correlation of expression profiles within each phase-expression cluster (*r*^2^ < 0.01) as possible variables explaining the observed variance in AUC-ROC (Figure S6). These results suggest that phase-specific regulation does occur at the *cis*-regulatory level for particular groups of cycling genes and that presence or absence of pCREs alone is sufficient to accurately predict the pattern of phase specific expression for these clusters. Those pCREs which were informative (*i.e.*, had the non-zero weights) when predicting the 28 best phase-expression clusters are listed in File S7.

**Figure 7:**
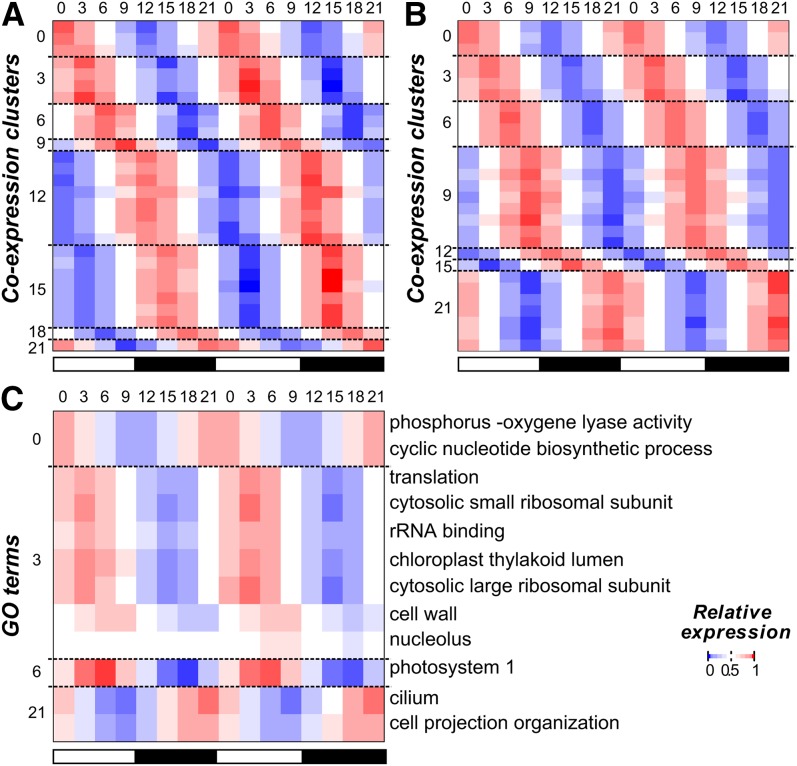
Expression of best predicted coexpression cluster and GO terms. (A) Averaged, normalized expression profile of genes in the top 28 coexpression clusters whose phase of expression can be predicted with AUC-ROC > 0.7. (B) Averaged, normalized expression profiles of genes in the bottom 28 coexpression clusters whose phase of expression can be predicted with AUC-ROC < 0.56. (C) Averaged, normalized expression profiles of genes in the 12 GO terms whose phase of expression can be predicted with AUC-ROC > 0.7. Both cycling and noncycling genes annotated in each GO term are included. GO, Gene Ontology.

In addition to using highly similar expression patterns as a way of subdividing phase clusters, we looked for evidence of phase specific regulation among groups of genes in the same phase cluster that had related annotated function (phase-function clusters). Among 71 phase-function clusters, genes belonging to 12 of these clusters could be classified with an AUC-ROC > 0.7. These clusters covered 12.2% (175/1434) of genes present in all phase-function clusters, a greater percentage than the phase-expression clusters, although they constitute a smaller portion of all cycling genes due to limited GO annotation in *C. reinhardtii* (these cluster are described in File S8). Genes in most of these functional groups displayed a clear cyclic signal (Figure 7C), except for the groups related to the nucleolus and cell wall, which were predominantly non-cyclic genes but had a statistically significant subset of phase-specific genes. 

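Genes of the nucleolus and cell wall lists of File S8 followed the ribosomal protein genes. The median of the nucleolus list stood at 1.31 of its daily mean at ZT 3 and ZT 6 and at 0.80 at ZT 12, a median change of 1.68-fold, and 16 of the 26 genes used peaked at ZT 6. The cell wall list changed by 1.67-fold, with 11 of 22 genes at ZT 3 and 11 at ZT 6. Of the 26 nucleolus genes, 24 are also in the lists of the ribosomal subunits, as are 16 of the 22 cell wall genes and 22 of the 26 translation genes. All genes of these lists were cycling genes. File S8 gives the genes of a phase-function cluster, drawn from the study's cycling genes, so that this share is not independent evidence. Under FPKM before upper quartile normalization the nucleolus list ranged only from 1.12 at ZT 3 to 0.87 at ZT 12.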

Among the best classified subclusters contained genes relating to the large cytosolic ribosomal subunits (AUC-ROC = 0.73), cilium (0.72), small cytosolic ribosomal subunit (0.72), translation (0.71), and the chloroplast (0.68). This supports our earlier observation that the cyclic patterning of large scale processes such as photosynthesis, translation, and motility may be regulated at the transcriptional level. The pCREs which had non-zero weights when predicting the 12 best phase-function clusters are listed in File S9.

## Discussion

We have determined that cyclic expression is prevalent in the *C. reinhardtii* genome, and nearly half of all annotated genes cycle under diel conditions. There is a strong link between rhythmic patterns at the molecular and physiological levels. Diel cycling expression is influenced both by environmental factors, such as the availability of light, and endogenous factors, including metabolism and the circadian clock (Farre 2012; Kinmonth-Schultz *et al.* 2013; Song *et al.* 2013; Fonken and Nelson 2014). Although the importance of photoperiod can be inferred for light-dependent (*i.e.*, photo-synthesis) and light-sensitive (*i.e.*, DNA replication) processes, for most cycling related functions it remains an open question as to what extent each factor influences cycling expression. This is particularly true of functions which were not previously known to exhibit cycling expression in green algae, for example, the regulation of RNA processing and amino-acid synthesis.

In addition to the relationship between cyclic expression and gene function, we found that cyclic expression was significantly conserved between paralogous genes. The proportion of divergent duplicates reaches an asymptote at Ks > 0.9, which is similar to what was previously observed for stress responsive duplicate genes (Zou *et al.* 2009). However, although there appears to be a clear preference for the partitioning of ancestral expression states in stress responsive genes (Zou *et al.* 2009; Dong and Adams 2011), we found that duplicates genes tend to share the same expression state with respect to cycling and that cycling duplicates preferentially retain the same or similar phase of expression. We hypothesize this pattern of cyclicity/phase conservation among duplicates points to a fundamentally distinct regulatory logic from that of stress response. In stress response, a duplicate that has lost response to one condition may still be responsive to other conditions and thus retained. However, either loss or gain of cyclicity in a duplicate gene would mean it is no longer temporally in sync with other genes in the processes which it was originally involved in. For example, if a replication initiation factor duplicate was not in sync with the expression of other components of the replication machinery, the duplicated factor would not be functional and eventually eliminated from the genome. This argument may also apply to the conservation of phase among duplicate cycling genes. Indeed, we found that most GO terms enriched among co-cycling duplicates with the same phase were highly phase specific, including those associated with DNA replication and flagellar components.

Based on previous studies of stress response genes (Zou *et al.* 2009), we expected that the conservation of cycling expression state, particularly the phase of expression, would be correlated with the presence of shared CREs. However, contrary to this expectation, the set of putative CREs enriched in cycling genes does not accurately distinguish phase expression. Although our results suggest that *cis*-regulation plays a significant role in controlling cyclic expression in *C. reinhardtii*, the presence or absence of promoter elements alone was insufficient to fully explain the observed patterns of cyclic variation across the entire *C. reinhardtii* genome. This finding suggests that additional regulatory components are involved in controlling cyclic expression. In other organisms, the combinatorial interactions among regulatory factors play an important role in controlling the phase of cyclic gene expression (Harmer and Kay 2005; Ueda *et al.* 2005), but in *C. reinhardtii* there is evidence that response to changing light levels is mediated by multiple copies of the same or similar promoter elements (von Gromoff *et al.* 2006). Although we did not see significant improvement when rules considering combinatorial relationships between pCREs were included in our model, this may be due to the fact that we were able to explore only a subset of all possible combinatorial interactions in our pCRE set. Additionally, posttranscriptional regulation has been implicated in regulating circadian processes in *Neurospora crassa*, *A. thaliana*, and *D. melanogaster* (Kojima *et al.* 2011). In *C. reinhardtii*, the over- or underexpression of the RNA-binding protein CHLAMY1 is known to result in the disruption or loss of circadian rhythms (Iliev *et al.* 2006). Further studies incorporating posttranscriptional regulatory features will be necessary to improve the prediction of phase-specific cyclic expression.

The inability of pCREs to classify phase specific cycling expression on a genome-wide scale does not contradict previous observations that certain *cis*-elements are necessary for cycling expression (Michael and McClung 2002; Harmer and Kay 2005; Michael *et al.* 2008). Rather it suggests that *cis*-elements alone are insufficient to explain the variation in cycling expression on a genome wide scale and that additional regulatory components remain to be discovered. Posttranscriptional regulatory mechanisms and chromatin state are two promising avenues of investigation which, in conjunction with the *cis* elements we have identified, could be used to better predict the state of cycling expression. Although there remains substantial room for further improvement, our findings contribute to a better understanding of both the function and evolutionary origins of cyclic expression in a green alga, laying the foundation for further molecular dissection of the relationships between the rhythmic gene expression and physiological functions for potential biotechnological applications.

## Supplementary Material

Supporting Information

## References

[bib1] ArimuraG.KopkeS.KunertM.VolpeV.DavidA., 2008 Effects of feeding *Spodoptera littoralis* on lima bean leaves: IV. Diurnal and nocturnal damage differentially initiate plant volatile emission. Plant Physiol. 146: 965–973.1816532410.1104/pp.107.111088PMC2259069

[bib2] BaldwinI. T.MeldauS., 2013 Just in time: circadian defense patterns and the optimal defense hypothesis. Plant Signal. Behav. 8: e24410.2360396810.4161/psb.24410PMC3909060

[bib3] BenjaminiY.HochbergY., 1995 Controlling the false discovery rate—a practical and powerful approach to multiple testing. J. R. Stat. Soc., B 57: 289–300.

[bib4] BisovaK.KrylovD. M.UmenJ. G., 2005 Genome-wide annotation and expression profiling of cell cycle regulatory genes in *Chlamydomonas reinhardtii*. Plant Physiol. 137: 475–491.1571068610.1104/pp.104.054155PMC1065349

[bib5] BlasingO. E.GibonY.GuntherM.HohneM.MorcuendeR., 2005 Sugars and circadian regulation make major contributions to the global regulation of diurnal gene expression in Arabidopsis. Plant Cell 17: 3257–3281.1629922310.1105/tpc.105.035261PMC1315368

[bib6] BruceV. G., 1970 The biological clock in *Chlamydomonas reinhardtii*. J. Protozool. 17: 328–334.

[bib7] BullardJ. H.PurdomE.HansenK. D.DudoitS., 2010 Evaluation of statistical methods for normalization and differential expression in mRNA-Seq experiments. BMC Bioinformatics 11: 94.2016711010.1186/1471-2105-11-94PMC2838869

[bib8] ByrneT. E.WellsM. R.JohnsonC. H., 1992 Circadian rhythms of chemotaxis to ammonium and of methylammonium uptake in chlamydomonas. Plant Physiol. 98: 879–886.1666875910.1104/pp.98.3.879PMC1080282

[bib9] Cavalier-SmithT., 1974 Basal body and flagellar development during the vegetative cell cycle and the sexual cycle of *Chlamydomonas reinhardii*. J. Cell Sci. 16: 529–556.461510310.1242/jcs.16.3.529

[bib10] ChenK.DurandD.Farach-ColtonM., 2000 NOTUNG: a program for dating gene duplications and optimizing gene family trees. J. Comput. Biol. 7: 429–447.1110847210.1089/106652700750050871

[bib11] CorellouF.SchwartzC.MottaJ. P.Djouani-Tahri elB.SanchezF., 2009 Clocks in the green lineage: comparative functional analysis of the circadian architecture of the picoeukaryote ostreococcus. Plant Cell 21: 3436–3449.1994879210.1105/tpc.109.068825PMC2798331

[bib12] DaviesJ. P.GrossmanA. R., 1994 Sequences controlling transcription of the *Chlamydomonas reinhardtii* beta 2-tubulin gene after deflagellation and during the cell cycle. Mol. Cell. Biol. 14: 5165–5174.803579710.1128/mcb.14.8.5165-5174.1994PMC359035

[bib13] DohertyC. J.KayS. A., 2010 Circadian control of global gene expression patterns. Annu. Rev. Genet. 44: 419–444.2080980010.1146/annurev-genet-102209-163432PMC4251774

[bib14] DongS.AdamsK. L., 2011 Differential contributions to the transcriptome of duplicated genes in response to abiotic stresses in natural and synthetic polyploids. New Phytol. 190: 1045–1057.2136196210.1111/j.1469-8137.2011.03650.x

[bib15] FangS. C.de los ReyesC.UmenJ. G., 2006 Cell size checkpoint control by the retinoblastoma tumor suppressor pathway. PLoS Genet. 2: e167.1704013010.1371/journal.pgen.0020167PMC1599770

[bib16] FarreE. M., 2012 The regulation of plant growth by the circadian clock. Plant Biol (Stuttg) 14: 401–410.2228430410.1111/j.1438-8677.2011.00548.x

[bib17] Felsenstein, J., 2005 PHYLIP (Phylogeny Inference Package) version 3.6. Distributed by the author.

[bib18] FilichkinS. A.BretonG.PriestH. D.DharmawardhanaP.JaiswalP., 2011 Global profiling of rice and poplar transcriptomes highlights key conserved circadian-controlled pathways and *cis*-regulatory modules. PLoS ONE 6: e16907.2169476710.1371/journal.pone.0016907PMC3111414

[bib19] FonkenL. K.NelsonR. J., 2014 The effects of light at night on circadian clocks and metabolism. Endocr. Rev. 35: 648–670.2467319610.1210/er.2013-1051

[bib20] FrundJ.DormannC. F.TscharntkeT., 2011 Linne’s floral clock is slow without pollinators–flower closure and plant−pollinator interaction webs. Ecol. Lett. 14: 896–904.2175217010.1111/j.1461-0248.2011.01654.x

[bib21] GoodspeedD.ChehabE. W.Min-VendittiA.BraamJ.CovingtonM. F., 2012 Arabidopsis synchronizes jasmonate-mediated defense with insect circadian behavior. Proc. Natl. Acad. Sci. USA 109: 4674–4677.2233187810.1073/pnas.1116368109PMC3311395

[bib22] GrossmanA. R.CroftM.GladyshevV. N.MerchantS. S.PosewitzM. C., 2007 Novel metabolism in *Chlamydomonas* through the lens of genomics. Curr. Opin. Plant Biol. 10: 190–198.1729182010.1016/j.pbi.2007.01.012

[bib23] HallM.FrankE.HolmesG.PfahringerB.ReutemannP., 2009 The WEKA data mining software: an update. SIGKDD Explor. Newsl. 11: 10–18.

[bib24] HarmerS. L.KayS. A., 2005 Positive and negative factors confer phase-specific circadian regulation of transcription in Arabidopsis. Plant Cell 17: 1926–1940.1592334610.1105/tpc.105.033035PMC1167542

[bib25] HarrisE. H., 2001 *Chlamydomonas* as a model organism. Annu. Rev. Plant Physiol. Plant Mol. Biol. 52: 363–406.1133740310.1146/annurev.arplant.52.1.363

[bib26] HuQ.SommerfeldM.JarvisE.GhirardiM.PosewitzM., 2008 Microalgal triacylglycerols as feedstocks for biofuel production: perspectives and advances. Plant J. 54: 621–639.1847686810.1111/j.1365-313X.2008.03492.x

[bib27] HwangS.HerrinD. L., 1994 Control of lhc gene transcription by the circadian clock in *Chlamydomonas reinhardtii*. Plant Mol. Biol. 26: 557–569.794891210.1007/BF00013743

[bib28] IlievD.VoytsekhO.SchmidtE. M.FiedlerM.NykytenkoA., 2006 A heteromeric RNA-binding protein is involved in maintaining acrophase and period of the circadian clock. Plant Physiol. 142: 797–806.1692087810.1104/pp.106.085944PMC1586056

[bib29] JacobshagenS.JohnsonC. H., 1994 Circadian rhythms of gene expression in *Chlamydomonas reinhardtii*: circadian cycling of mRNA abundances of cab II, and possibly of beta-tubulin and cytochrome c. Eur. J. Cell Biol. 64: 142–152.7957302

[bib30] JonesR. F., 1970 Physiological and biochemical aspects of growth and gametogenesis in *Chlamydomonas-Reinhardtii*. Ann. N. Y. Acad. Sci. 175: 648–659.

[bib31] KatohK.MisawaK.KumaK.MiyataT., 2002 MAFFT: a novel method for rapid multiple sequence alignment based on fast Fourier transform. Nucleic Acids Res. 30: 3059–3066.1213608810.1093/nar/gkf436PMC135756

[bib32] Kinmonth-SchultzH. A.GolembeskiG. S.ImaizumiT., 2013 Circadian clock-regulated physiological outputs: dynamic responses in nature. Semin. Cell Dev. Biol. 24: 407–413.2343535210.1016/j.semcdb.2013.02.006PMC3742325

[bib33] KojimaS.ShingleD. L.GreenC. B., 2011 Post-transcriptional control of circadian rhythms. J. Cell Sci. 124: 311–320.2124231010.1242/jcs.065771PMC3021995

[bib34] KuchoK.OkamotoK.TabataS.FukuzawaH.IshiuraM., 2005 Identification of novel clock-controlled genes by cDNA macroarray analysis in *Chlamydomonas reinhardtii*. Plant Mol. Biol. 57: 889–906.1595207210.1007/s11103-005-3248-1

[bib35] LehmannM.GustavD.GaliziaC. G., 2011 The early bee catches the flower - circadian rhythmicity influences learning performance in honey bees, *Apis mellifera*. Behav. Ecol. Sociobiol. 65: 205–215.2135059010.1007/s00265-010-1026-9PMC3022154

[bib36] LiuB.HsuW.MaY., 1998 Integrating classification and association rule mining, pp. 80−86 in Proceedings of the Fourth International Conference on Knowledge Discovery and Data Mining Conference, edited by AgrawalR.StolorzP. AAAI Press, Menlo Park, CA.

[bib37] MatsuoT.IshiuraM., 2010 New insights into the circadian clock in *Chlamydomonas*. Int Rev Cell Mol Biol 280: 281–314.2079768510.1016/S1937-6448(10)80006-1

[bib38] McNabbS. L.TrumanJ. W., 2008 Light and peptidergic eclosion hormone neurons stimulate a rapid eclosion response that masks circadian emergence in *Drosophila*. J. Exp. Biol. 211: 2263–2274.1858712110.1242/jeb.015818PMC2760273

[bib39] MichaelT. P.McClungC. R., 2002 Phase-specific circadian clock regulatory elements in *Arabidopsis*. Plant Physiol. 130: 627–638.1237663010.1104/pp.004929PMC166592

[bib40] MichaelT. P.MocklerT. C.BretonG.McEnteeC.ByerA., 2008 Network discovery pipeline elucidates conserved time-of-day-specific *cis*-regulatory modules. PLoS Genet. 4: e14.1824809710.1371/journal.pgen.0040014PMC2222925

[bib41] MittagM.KiaulehnS.JohnsonC. H., 2005 The circadian clock in *Chlamydomonas reinhardtii*. What is it for? What is it similar to? Plant Physiol. 137: 399–409.1571068110.1104/pp.104.052415PMC1065344

[bib42] MonnierA.LiveraniS.BouvetR.JessonB.SmithJ. Q., 2010 Orchestrated transcription of biological processes in the marine picoeukaryote Ostreococcus exposed to light/dark cycles. BMC Genomics 11: 192.2030729810.1186/1471-2164-11-192PMC2850359

[bib43] MoreauH.VerhelstB.CoulouxA.DerelleE.RombautsS., 2012 Gene functionalities and genome structure in Bathycoccus prasinos reflect cellular specializations at the base of the green lineage. Genome Biol. 13: R74.2292549510.1186/gb-2012-13-8-r74PMC3491373

[bib44] OlsonB. J.OberholzerM.LiY.ZonesJ. M.KohliH. S., 2010 Regulation of the Chlamydomonas cell cycle by a stable, chromatin-associated retinoblastoma tumor suppressor complex. Plant Cell 22: 3331–3347.2097822010.1105/tpc.110.076067PMC2990127

[bib45] PajueloE.PajueloP.ClementeM. T.MarquezA. J., 1995 Regulation of the expression of ferredoxin-nitrite reductase in synchronous cultures of *Chlamydomonas reinhardtii*. Biochim. Biophys. Acta 1249: 72–78.776668610.1016/0167-4838(95)00066-4

[bib46] PandaS.AntochM. P.MillerB. H.SuA. I.SchookA. B., 2002 Coordinated transcription of key pathways in the mouse by the circadian clock. Cell 109: 307–320.1201598110.1016/s0092-8674(02)00722-5

[bib47] PuntaM.CoggillP. C.EberhardtR. Y.MistryJ.TateJ., 2012 The Pfam protein families database. Nucleic Acids Res. 40: D290–D301.2212787010.1093/nar/gkr1065PMC3245129

[bib48] RalJ. P.ColleoniC.WattebledF.DauvilleeD.NempontC., 2006 Circadian clock regulation of starch metabolism establishes GBSSI as a major contributor to amylopectin synthesis in *Chlamydomonas reinhardtii*. Plant Physiol. 142: 305–317.1684483510.1104/pp.106.081885PMC1557617

[bib49] RatcliffW. C.HerronM. D.HowellK.PentzJ. T.RosenzweigF., 2013 Experimental evolution of an alternating uni- and multicellular life cycle in *Chlamydomonas reinhardtii*. Nat. Commun. 4: 2742.2419336910.1038/ncomms3742PMC3831279

[bib50] RodriguezJ.TangC. H. A.KhodorY. L.VodalaS.MenetJ. S., 2013 Nascent-Seq analysis of *Drosophila* cycling gene expression. Proc. Natl. Acad. Sci. USA 110: E275–E284.2329723410.1073/pnas.1219969110PMC3557077

[bib51] RomeroJ. M.ValverdeF., 2009 Evolutionarily conserved photoperiod mechanisms in plants: when did plant photoperiodic signaling appear? Plant Signal. Behav. 4: 642–644.1982034110.4161/psb.4.7.8975PMC2710563

[bib52] RosaB. A.JiaoY. H.OhS.MontgomeryB. L.QinW. S., 2012 Frequency-based time-series gene expression recomposition using PRIISM. BMC Syst. Biol. 6: 69.2270359910.1186/1752-0509-6-69PMC3464900

[bib53] SandersonM. J.ThorneJ. L.WikstromN.BremerK., 2004 Molecular evidence on plant divergence times. Am. J. Bot. 91: 1656–1665.2165231510.3732/ajb.91.10.1656

[bib54] ShiT.IlikchyanI.RabouilleS.ZehrJ. P., 2010 Genome-wide analysis of diel gene expression in the unicellular N(2)-fixing cyanobacterium *Crocosphaera watsonii* WH 8501. ISME J. 4: 621–632.2010749210.1038/ismej.2009.148

[bib55] SiautM.CuineS.CagnonC.FesslerB.NguyenM., 2011 Oil accumulation in the model green alga *Chlamydomonas reinhardtii*: characterization, variability between common laboratory strains and relationship with starch reserves. BMC Biotechnol. 11: 7.2125540210.1186/1472-6750-11-7PMC3036615

[bib56] SongY. H.ItoS.ImaizumiT., 2013 Flowering time regulation: photoperiod- and temperature-sensing in leaves. Trends Plant Sci. 18: 575–583.2379025310.1016/j.tplants.2013.05.003PMC3796012

[bib57] StamatakisA., 2006 RAxML-VI-HPC: maximum likelihood-based phylogenetic analyses with thousands of taxa and mixed models. Bioinformatics 22: 2688–2690.1692873310.1093/bioinformatics/btl446

[bib58] TeramotoH.NakamoriA.MinagawaJ.OnoT. A., 2002 Light-intensity-dependent expression of Lhc gene family encoding light-harvesting chlorophyll-a/b proteins of photosystem II in *Chlamydomonas reinhardtii*. Plant Physiol. 130: 325–333.1222651210.1104/pp.004622PMC166565

[bib59] TrapnellC.PachterL.SalzbergS. L., 2009 TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 25: 1105–1111.1928944510.1093/bioinformatics/btp120PMC2672628

[bib60] TrapnellC.WilliamsB. A.PerteaG.MortazaviA.KwanG., 2010 Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol. 28: 511–515.2043646410.1038/nbt.1621PMC3146043

[bib61] UedaH. R.HayashiS.ChenW.SanoM.MachidaM., 2005 System-level identification of transcriptional circuits underlying mammalian circadian clocks. Nat. Genet. 37: 187–192.1566582710.1038/ng1504

[bib62] VoigtJ.MunznerP., 1987 The chlamydomonas cell-cycle is regulated by a light dark-responsive cell-cycle switch. Planta 172: 463–472.2422606410.1007/BF00393861

[bib63] von GromoffE. D.SchrodaM.OsterU.BeckC. F., 2006 Identification of a plastid response element that acts as an enhancer within the Chlamydomonas HSP70A promoter. Nucleic Acids Res. 34: 4767–4779.1697145810.1093/nar/gkl602PMC1635268

[bib64] YanovskyM. J.KayS. A., 2002 Molecular basis of seasonal time measurement in *Arabidopsis*. Nature 419: 308–312.1223957010.1038/nature00996

[bib65] ZouC.Lehti-ShiuM. D.ThomashowM.ShiuS. H., 2009 Evolution of stress-regulated gene expression in duplicate genes of *Arabidopsis thaliana*. PLoS Genet. 5: e1000581.1964916110.1371/journal.pgen.1000581PMC2709438

[bib66] ZouC.SunK.MackalusoJ. D.SeddonA. E.JinR., 2011 *Cis*-regulatory code of stress-responsive transcription in *Arabidopsis thaliana*. Proc. Natl. Acad. Sci. USA 108: 14992–14997.2184961910.1073/pnas.1103202108PMC3169165

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii — Supporting Information 

# Prevalence, Evolution, and *cis*-Regulation of Diel Transcription in *Chlamydomonas reinhardtii*

## Supporting Information for Panchy *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S7, Tables S1-S6, and Files S1-S9 (PDF, 1 MB)
- Figure S1 - Expression profiles of cell cycle genes (MAT3, E2F, CDKA1, and CDKB1) in *C. reinhardtii* grown in TAP (Tris-Acetate-Phosphate) culture. (PDF, 179 KB)
- Figure S2 - Period, amplitude, and phase of cyclic expression amongst predictions made by COSPOT, DFT, and both methods combined. (PDF, 357 KB)
- Figure S3 - Most over- and under-enriched GO terms amongst phase clusters of cycling genes. (PDF, 309 KB)
- Figure S4 - Divergence of duplicate gene expression state modeled as a system of difference equations. (PDF, 192 KB)
- Figure S5 - Precision-recall and AUC-ROC curves of SVM predictions for *C. reinhardtii*. (PDF, 263 KB)
- Figure S6 - Regression of the AUC-ROC of phase-expression clusters against cluster size, and Pearson Correlation Coefficient (PCC) of genes in the cluster. (PDF, 362 KB)
- Figure S7 - Distribution of Fourier Transform cyclic score and COSPOT p-values. (PDF, 245 KB)
- Table S1 - Fisher's exact test p-values of GO terms with over-represented numbers of *C. reinhardtii* cycling genes. (PDF, 168 KB)
- Table S2 - Descriptions of the GO terms in each of the five broad functional categories. (PDF, 140 KB)
- Table S3 - Optimal parameters and performance measures of SVM classification. (PDF, 134 KB)
- Table S4 - "Gold Standard" cycling genes in *C. reinhardtii*. (PDF, 166 KB)
- Table S5 - Performance COSPOT and DFT on *C. reinhardtii*. (PDF, 164 KB)
- Table S6 - Performance of combining COPSOT and DFT on *C. reinhardtii*. (PDF, 165 KB)
- File S1 - Supplemental Materials and Methods (PDF, 147 KB)
- File S2 - Archive of gene trees in Nexus (.nex) format. (.zip, 2 MB)
- File S3 - Fisher's exact test p-values of GO terms with over-represented numbers of *C. reinhardtii* cycling genes in each phase cluster. (.xlsx, 31 KB)
- File S4 - Fisher's exact test p-values of GO terms with over-represented number of *A. thaliana* cycling genes in phase clusters. (.xlsx, 73 KB)
- File S5 - All motifs enriched in the promoters of cycling genes in *C. reinhardtii* clustered by phase. (.txt, 889 KB)
- File S6 - Phase, AUC-ROC, and composition of the best predicted expression clusters. (.xlsx, 13 KB)
- File S7 - List of motifs which were informative in predicting phase-expression clusters in TAMO format. (.txt, 64 KB)
- File S8 - Phase, AUC-ROC, and composition of the best predicted functional clusters. (.xlsx, 11 KB)
- File S9 - List of motifs which were informative in predicting phase-function clusters in TAMO format. (.txt, 21 KB)

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

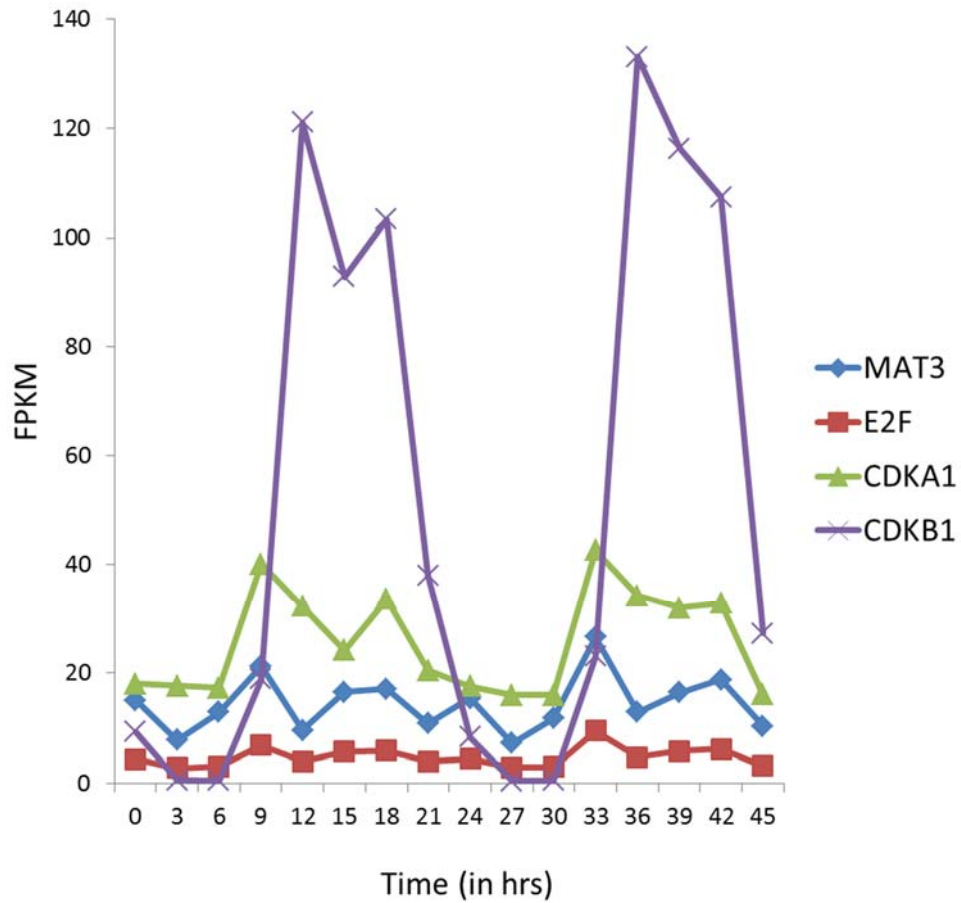

Figure S1 Expression profiles of cell cycle genes (MAT3, E2F, CDKA1, and CDKB1) in *C. reinhardtii* grown in TAP (Tris-Acetate-Phosphate) culture. As observed in previous studies of *C. reinhardtii* grown on autotrophic conditions (BISOVA et al. 2005), MAT3, CDKA1, and CDKB1 are most highly expressed between 12 and 18 hours after dawn, while E2F expression increases slightly earlier (between 6 and 9 hours).

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

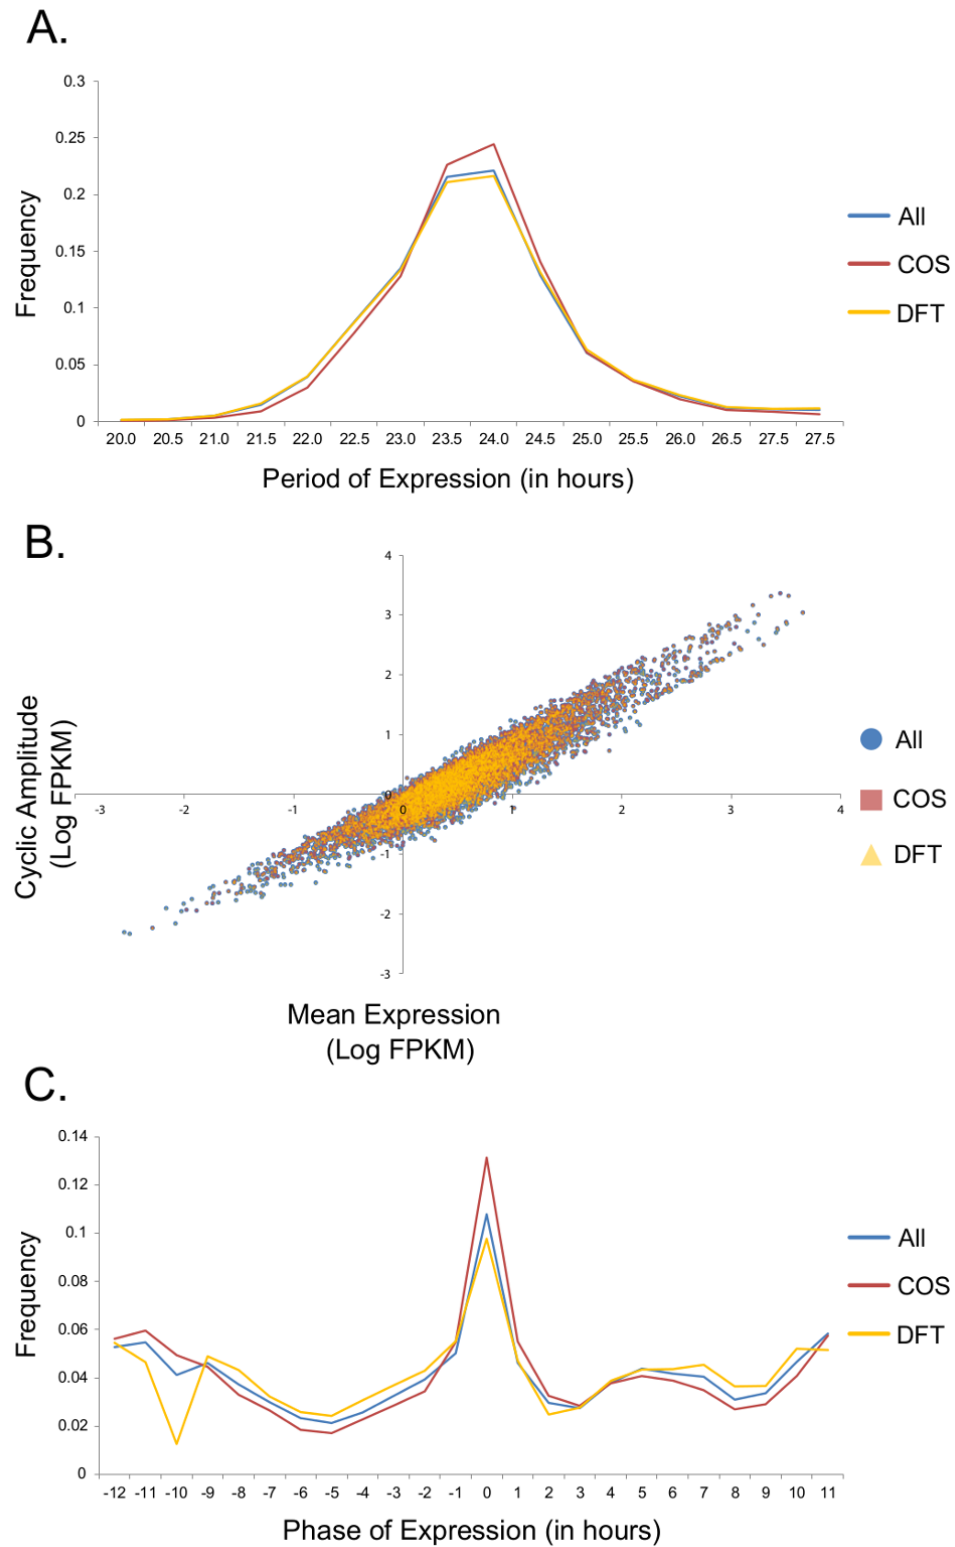

Figure S2 Period, amplitude, and phase of cyclic expression amongst predictions made by COSPOT, DFT, and both methods combined. (A) The distribution of the period of expression in cycling genes predicted by COSPOT (red), DFT (yellow) and both methods combined (blue). (B) Mean expression (x-axis) vs. the amplitude of cyclic expression (y-axis) of cycling genes. Color labels follow (A). (C) Phase of expression of cycling genes. Color labels follow (A).

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

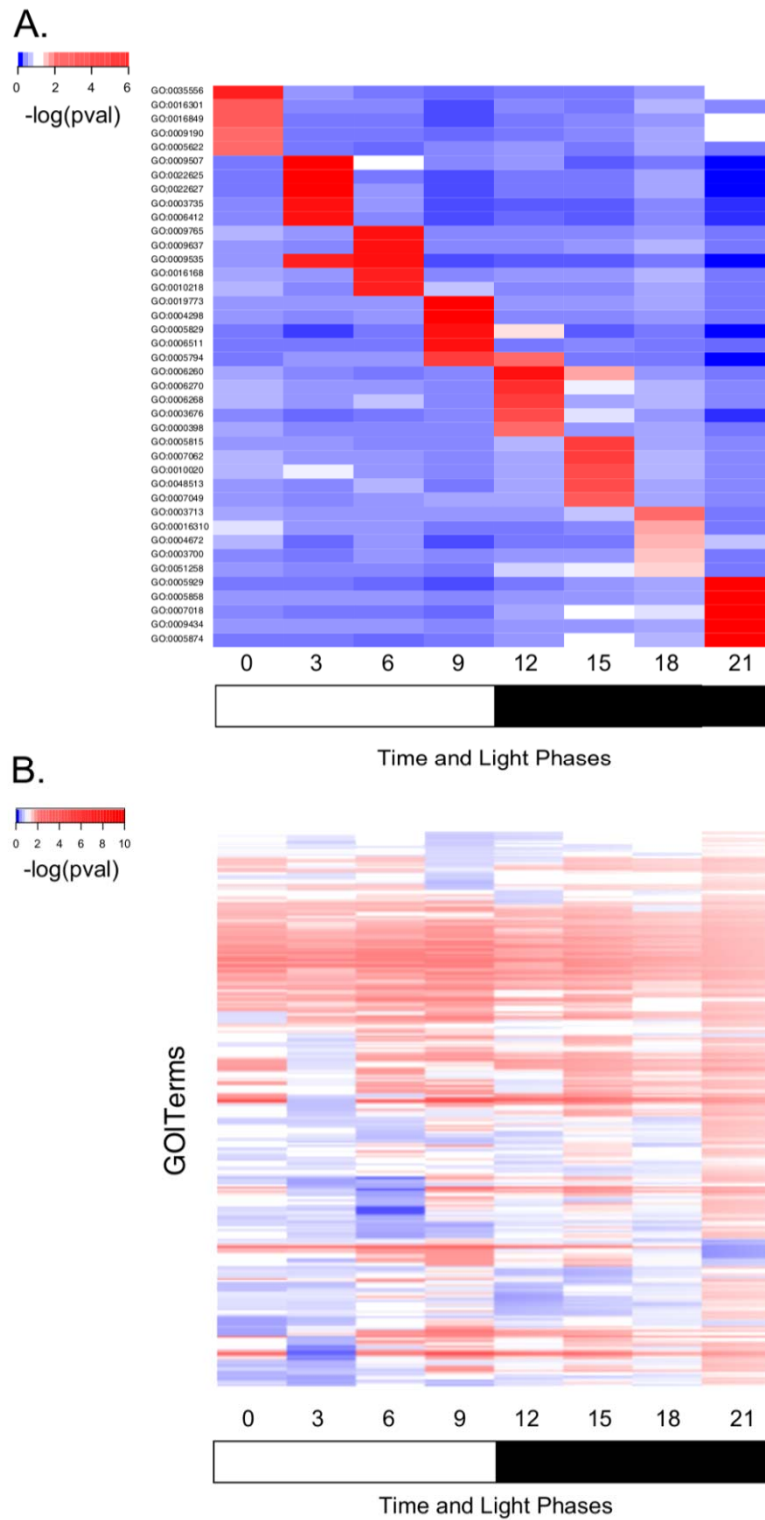

Figure S3 Most over- and under-enriched GO terms amongst phase clusters of cycling genes. (A) Heatmap showing the $-\log_{10}$ transformed Fisher's exact test p -values (pval) of the top five GO terms with over-represented numbers of genes in each phase cluster (ZT 0, 3, 6, 9, 12, 15, 18, and 21). (B) Heatmap showing transformed p -values of GO terms with under-represented numbers of genes in at least one phase cluster (same as in (A)). P -values were calculated and transformed as in part (A) except that the left-tail p -value was used.

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

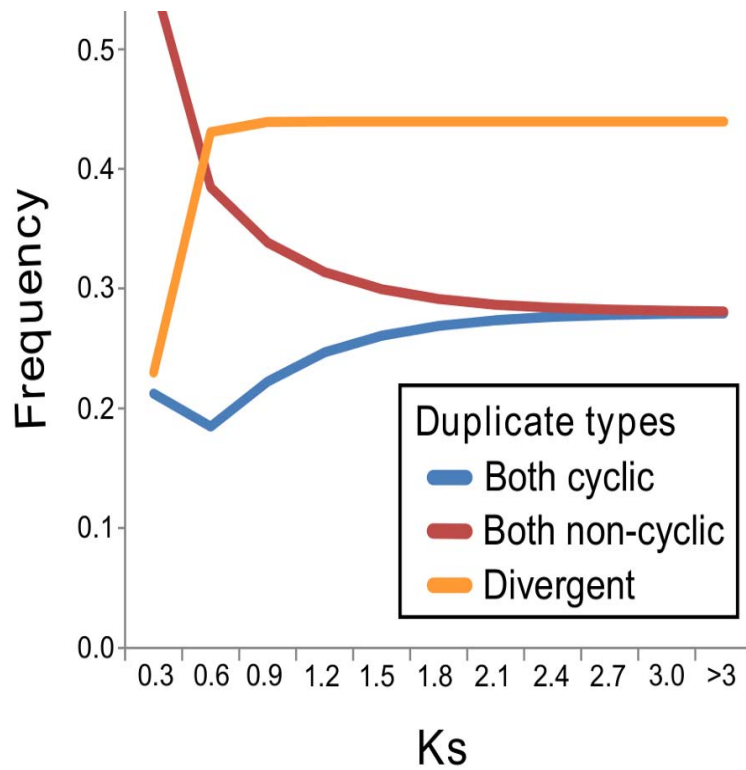

Figure S4 Divergence of duplicate gene expression state modeled as a system of difference equations. The frequency at which duplicate pairs in *C. reinhardtii* are both cycling (blue), both non-cycling (red), or divergent expression (orange) as a function of the synonymous substitution rate (K_s). The difference equations used to generate these data are described in the Supporting Information.

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

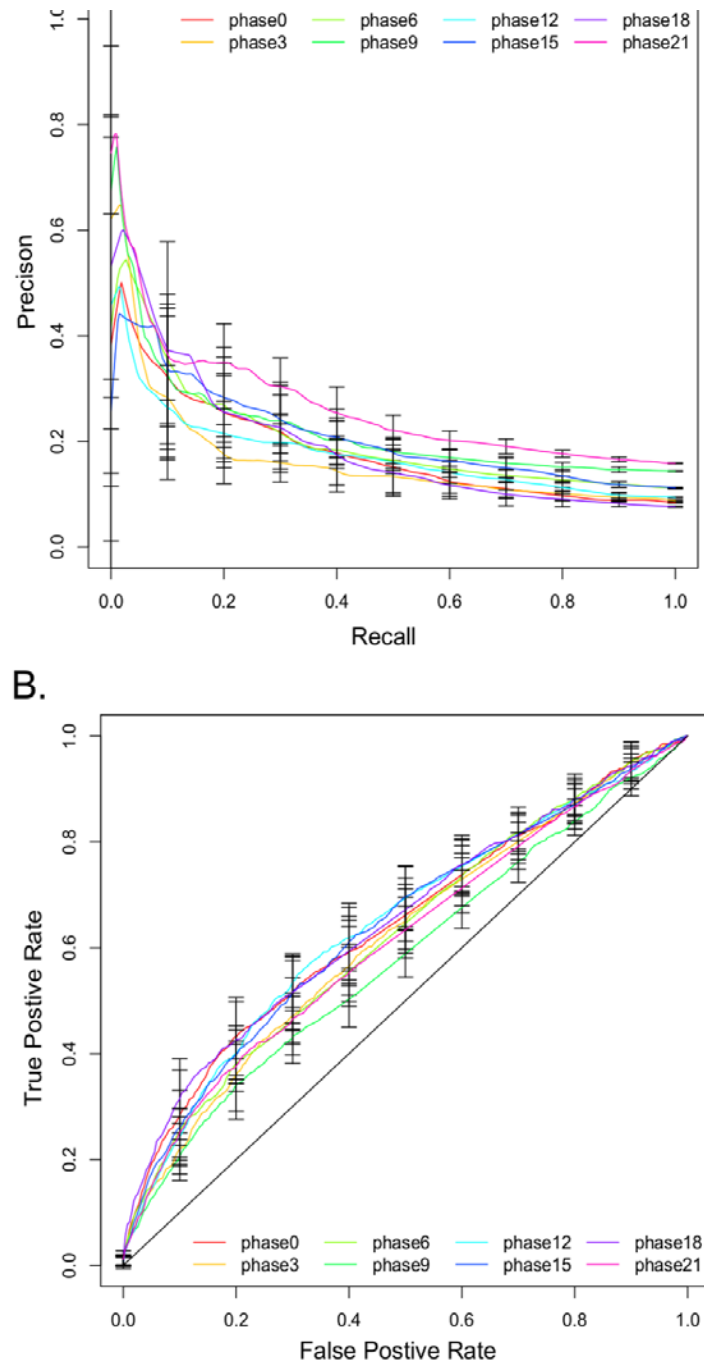

Figure S5 Precision-recall and AUC-ROC curves of SVM predictions for *C. reinhardtii*. (A) Precision-recall curves for the prediction of each of the eight phase clusters in cycling genes in *C. reinhardtii* as classified using SVM. Each phase-cluster is represented as a different colored line: 0 (red), 3 (orange), 6 (lime), 9 (green), 12 (teal), 15 (blue), 18 (purple), 21 (pink). Error bars represent the variance in 10 separate runs of the SVM classifier at optimal parameters. (B) ROC curves for the prediction of each of the eight phase clusters in cycling genes in *C. reinhardtii* as classified using SVM. Line color and error bars are assigned as in (A).

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

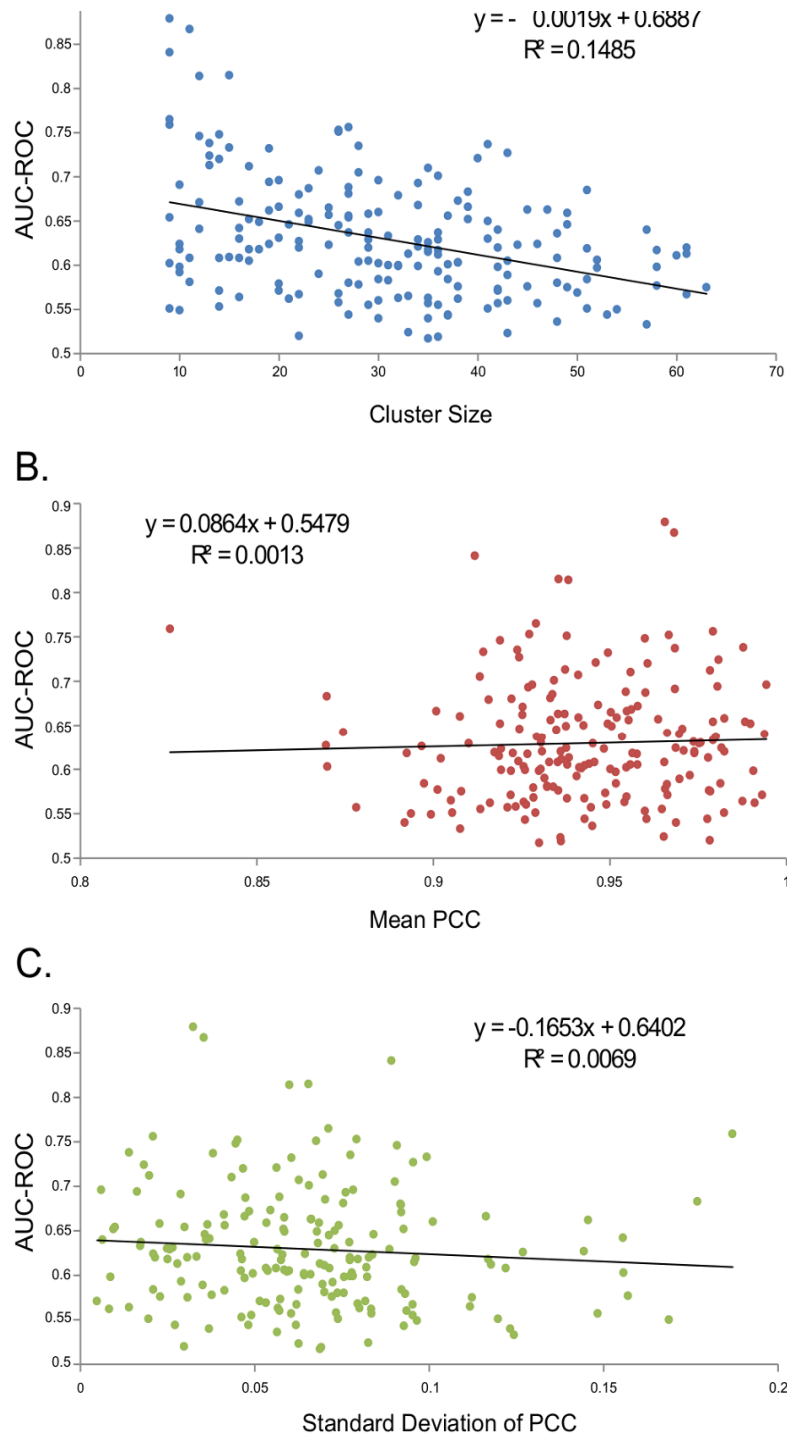

Figure S6 Regression of the AUC-ROC of phase-expression clusters against cluster size, and Pearson Correlation Coefficient (PCC) of genes in the cluster. (A) Plot of phase-expression cluster size against AUC-ROC. The black line indicates the best linear regression of AUC-ROC against cluster size. The equation is reported above the figure. (B) Plot of the mean PCC amongst genes in each phase-expression cluster against AUC-ROC. The black line indicates the best linear regression of AUC-ROC against mean PCC. The equation is reported above the figure. (C) Plot of the standard deviation of PCC amongst genes in each expression cluster against AUC-ROC. The black line indicates the best linear regression of AUC-ROC against standard deviation of PCC. The equation is reported above the figure.

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

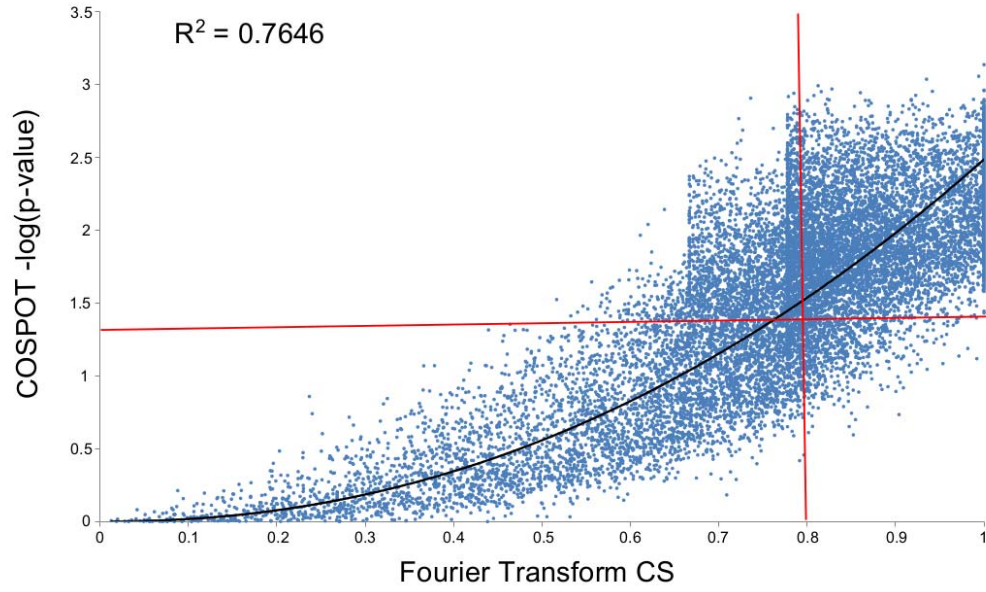

Figure S7 Distribution of Fourier Transform cyclic score and COSPOT p -values. Plot of Fourier Transform cyclic score (x-axis) against the negative log transform of the COSPOT p -value (y-axis). The black line is the best fit power-law regression of the transformed COSPOT p -value against Fourier Transform cyclic score. The red lines indicated the score threshold at a significance level of $\alpha < 0.02$ for the Fourier Transform cyclic score (vertical) and the transformed COSPOT p -value (horizontal).

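The genes of Table S4 show how the axes of this plot relate. LHCII, PRK1, TUB1 and TUB2 had a cyclic score of 1 and a cosine-fit permutation p of 0.005994, 0.005994, 0.01199 and 0.004995. CAH1 and CYC4 also had a score of 1, but a cosine-fit permutation p of 0.1059 and 0.05295. Thioredoxin h1 had a score of 0.193 and a cosine-fit permutation p of 0.4006, and HSP70B a score of 0.0656 and a cosine-fit permutation p of 0.7852. The score used here is 1 when the 24-hr component is the largest in every window, so that many genes share this value. Vectors in random order reached a score of 1 in 1.57% of cases, and their 98th percentile lay at 0.985. With the windows used here, the smallest p that the cyclic score can give is therefore 0.01567. The paper's own score has no such limit, as it called 5061 genes at 0.01.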

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

Table S2 Descriptions of the GO terms in each of the five broad functional categories

Category	GO Terms	Description
**photosynthesis and light response**	GO:0015671	oxygen transport
	GO:0009773	photosynthetic electron transport in photosystem I
	GO:0010206	photosystem II repair
	GO:0009765	photosynthesis, light harvesting
	GO:0015979	photosynthesis
	GO:0010218	response to far red light
	GO:0009637	response to blue light
	GO:0010114	response to red light
	GO:0010304	PSII associated light-harvesting complex II catabolic process
	GO:0010020	chloroplast fission
	GO:0009507	chloroplast
	GO:0009579	thylakoid
	GO:0009570	chloroplast stroma
	GO:0009941	chloroplast envelope
	GO:0009543	chloroplast thylakoid lumen
	GO:0009523	photosystem II
	GO:0009522	photosystem I
	GO:0009533	chloroplast stromal thylakoid
	GO:0009534	chloroplast thylakoid
	GO:0010287	plastoglobule
	GO:0009535	chloroplast thylakoid membrane
	GO:0016168	chlorophyll binding
**cell cycle and mitosis**	GO:0006260	DNA replication
	GO:0006270	DNA replication initiation
	GO:0006268	DNA unwinding involved in replication
	GO:0000910	cytokinesis
	GO:0000724	double-strand break repair via homologous recombination
	GO:0006302	double-strand break repair
	GO:0007062	sister chromatid cohesion
	GO:0007067	mitosis
	GO:0006259	DNA metabolic process
	GO:0007049	cell cycle
	GO:0051726	regulation of cell cycle

	GO:0006281	DNA repair
	GO:0051301	cell division
	GO:0006310	DNA recombination
	GO:0005819	spindle
	GO:0005815	microtubule organizing center
	GO:0005694	chromosome
	GO:0004003	ATP-dependent DNA helicase activity
	GO:0003887	DNA-directed DNA polymerase activity
	GO:0004386	helicase activity
**microtubules and flagella**	GO:0000226	microtubule cytoskeleton organization
	GO:0007018	microtubule-based movement
	GO:0009296	flagellum assembly
	GO:0030030	cell projection organization
	GO:0042384	cilium assembly
	GO:0015630	microtubule cytoskeleton
	GO:0044430	cytoskeletal part
	GO:0019861	flagellum
	GO:0030286	dynein complex
	GO:0035086	cilium axoneme
	GO:0005813	centrosome
	GO:0005932	microtubule basal body
	GO:0005874	microtubule
	GO:0005929	cilium
	GO:0005856	cytoskeleton
	GO:0005858	axonemal dynein complex
	GO:0035085	cilium axoneme
	GO:0009434	motile cilium
	GO:0030992	intraflagellar transport particle B
	GO:0042995	cell projection
	GO:0044463	cell projection part
	GO:0005876	spindle microtubule
	GO:0003777	microtubule motor activity
	GO:0003774	motor activity
	GO:0004835	tubulin-tyrosine ligase activity
**mitochondria and metabolism**	GO:0006096	glycolysis
	GO:0006122	mitochondrial electron transport, ubiquinol to cytochrome c
	GO:0005983	starch catabolic process
	GO:0006098	pentose-phosphate shunt
	GO:0007005	mitochondrion organization

	GO:0006508	proteolysis
	GO:0015986	ATP synthesis coupled proton transport
	GO:0045261	proton-transporting ATP synthase complex, catalytic core F(1)
	GO:0005750	mitochondrial respiratory chain complex III
	GO:0005747	mitochondrial respiratory chain complex I
	GO:0005739	mitochondrion
	GO:0005759	mitochondrial matrix
	GO:0005741	mitochondrial outer membrane
	GO:0005743	mitochondrial inner membrane
	GO:0046933	proton-transporting ATP synthase activity, rotational mechanism
	GO:0046961	proton-transporting ATPase activity, rotational mechanism
**ribosome and translation**	GO:0006414	translational elongation
	GO:0006412	translation
	GO:0022626	cytosolic ribosome
	GO:0022625	cytosolic large ribosomal subunit
	GO:0022627	cytosolic small ribosomal subunit
	GO:0019843	rRNA binding
	GO:0003735	structural constituent of ribosome

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

Table S3 Optimal parameters and performance measures of SVM classification

Phase	C ¹	R ²	AUC-ROC	F-measure	Precision	Recall
0	0.01	4	0.64	0.22	0.24	0.20
3	0.1	1.5	0.62	0.21	0.14	0.39
6	0.1	4	0.62	0.19	0.26	0.15
9	0.1	2.5	0.58	0.22	0.27	0.18
12	0.01	3.5	0.64	0.19	0.21	0.18
15	0.1	1.5	0.64	0.27	0.21	0.40
18	0.1	4	0.65	0.23	0.24	0.23
21	0.01	3.5	0.61	0.21	0.38	0.15

1. C = minimum separation

2. R = ratio of negative to positive examples

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

Table S4 “Gold Standard” cycling genes in *C. reinhardtii*

Gene	Name	Reference	Locus	DFT Cyclic Score	COSPOT p-value
ATP2/ARF1	ADP-ribosylation factor	MEMON <i>et al.</i> (1995)	Cre17.g698000	0.90	1.9e-02
CAH1	carbonic anhydrase	FUJIWARA <i>et al.</i> (1996)	Cre04.g223100	0.76	1.7e-01
CYC4	cytochrome c	JACOBSSHAGEN <i>et al.</i> (2001)	Cre16.g670950	0.78	6.2e-01
Cytosolic thioredoxin h1	Cytosolic thioredoxin h1	LEMAIRE <i>et al.</i> (1999)	Cre09.g391900	0.29	4.0e-01
FBA1	chloroplastic fructose-bisphosphate aldolase	JACOBSSHAGEN <i>et al.</i> (2001)	Cre01.g006950	0.95	1.2e-02
FBA2	chloroplastic fructose-bisphosphate aldolase	JACOBSSHAGEN <i>et al.</i> (2001)	Cre02.g093450	0.83	3.4e-02
FBA3	chloroplastic fructose-bisphosphate aldolase	JACOBSSHAGEN <i>et al.</i> (2001)	Cre05.g234550	0.9	2.3e-02
FBA4	chloroplastic fructose-bisphosphate aldolase	JACOBSSHAGEN <i>et al.</i> (2001)	Cre02.g115650	0.61	1.9e-02
FNR1	Ferredoxin NADP reductase	LEMAIRE <i>et al.</i> (1999)	Cre11.g476750	0.81	2.4e-02
HSP70B	70kd family heat shock protein	JACOBSSHAGEN <i>et al.</i> (2001)	Cre06.250100	0.32	8.5e-01
LCHII	Chlorophyll binding protein	JACOBSSHAGEN <i>et al.</i> (1996)	Cre06.g283950	0.82	6.5e-03
PRK1	phosphoribulokinase	LEMAIRE <i>et al.</i> (1999)	Cre12.g554800	0.99	1.0e-02
TUB1	Beta-tubulin	JACOBSSHAGEN & JOHNSON (1994)	Cre12.g542250	0.67	1.1e-02
TUB2	Beta-tubulin	JACOBSSHAGEN & JOHNSON (1994)	Cre12.g549550	0.98	1.1e-02
TufA	Elongation factor Tu	HWANG <i>et al.</i> (1996)	Cre06.g259150	0.77	1.1e-02

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

Table S5 Performance COSPOT and DFT on *C. reinhardtii*

Method and α levels	Genome Coverage ¹	Gold Stand Coverage ²
**COSPOT**		
$\alpha = 0.01$	21.0% (3590)	6.7% (1)
$\alpha = 0.02$	37.4% (6400)	46.7% (7)
$\alpha = 0.05$	54.9% (9392)	73.3% (11)
**DFT**		
$\alpha = 0.01$	29.6% (5061)	33.3% (5)
$\alpha = 0.02$	37.6% (6443)	53.3% (8)
$\alpha = 0.05$	55.8% (9556)	73.3% (11)

1. Parentheses indicated the actual number of genes covered

2. Parentheses indicated how many of 15 gold standard genes are identified as cyclic

# Supplementary material for: Prevalence, Evolution, and cis-Regulation of Diel Transcription in Chlamydomonas reinhardtii
**Source:** G3 (Bethesda). 2014 Oct 28;4(12):2461–71. doi: 10.1534/g3.114.015032
**Supplement:** Supporting Information

Table S6 Performance of combining COPSOT and DFT on *C. reinhardtii*

Test<br>P-value	Joint<br>Probability ¹	Overlap ²	Genome Coverage ³	Gold Stand Coverage ⁴
$\alpha = 0.01$	0.0134	39.6% (2414)	35.7% (6236)	40.0% (6)
$\alpha = 0.02$	0.0272	56.7% (4579)	47.2% (8072)	73.3% (11)
$\alpha = 0.05$	0.0734	73.5% (8024)	61.7% (10552)	86.6% (13)

1. The joint probability of a gene having a score with a p-value of α in either COPSOT or DFT
2. 

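These notes belong to the tables of how many genes each method called at each threshold, for the genome and for the 15 genes of Table S4. Called here at a p under 0.02, the cyclic score found 13 of the 15 genes and the cosine fit 10. The genes found by the score alone were CAH1, CYC4 and FBA4. Both methods left out HSP70B and thioredoxin h1. At a p under 0.01 the cosine fit found 8 of the 15, among them LHCII, FBA3 and TUB2. The overlap of both methods held 81.9% of all cycling genes at a p under 0.02.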

Parentheses indicated the actual number of genes in the overlap set
3. Parentheses indicated the actual number of genes covered
4. Parentheses indicated how many of 15 gold standard genes are identified as cyclic

How the deposited data were processed for this re-analysis (not part of the article)

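Gene expression was measured by RNA sequencing in 16 cultures of *C. reinhardtii* dw15.1 in Tris-acetate-phosphate medium, 2 independent cultures at each of 8 time points 3 hr apart, after 48 hr in cycles of 12 hr light and 12 hr dark. The time point and replicate of each culture were taken from the sample labels. The labels and the paper give the light intensity with different units, and it was not used. In the paper's methods, 8 samples shared a lane and the replicates of a time point ran in separate lanes; which sample ran in which lane is not given in the methods. The files of replicates A and B at ZT 6 carry other letters in their names than in their titles, and the titles were used. A swap of both would leave the limma tests without a replicate term unchanged.

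The authors mapped the reads with TopHat to genome version 4.3 and calculated FPKM per gene model with Cufflinks, as their methods and the file headers state; neither program's version is given. The FPKM as deposited are not scaled between libraries, and were scaled here to a common 75th percentile over all 17114 gene models. A deposited table of 50 genes holds upper-quartile-normalized FPKM, and its factor per library was within 0.0109% of the factor used here. The lower and upper limits that Cufflinks gives lie at a distance of 2 times the value divided by the square root of its number of fragments, and this number was recovered from them. For values of under 300 fragments it was within 0.05 of a whole number in 100% of cases in every library. Recovered fragments per library differed 3.73-fold between the deepest and the shallowest library. Counting error alone is covered by these numbers, and the authors' mapping allowed 1 hit per read.

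Cycling genes followed the paper's methods where the text gives them. These are the replicates as 2 consecutive days, and power spectra over 24 hr, each scaled from its lowest to its highest component and averaged. The p came from scores of values in random order. Replicate A as the first day, spectra of 8 values with components 1 to 4, and 10 random orders of each gene's values pooled over genes were set here. The number of windows is not given in the main text, File S1 was not used here, and 9 overlapping windows were taken. COSPOT was not run. Cosine waves with periods from 20 to 28 hr in steps of 0.5 hr were fitted to linearly detrended values in its place, with p from 1000 random orders of the 16 values, the same for all genes. Either p under 0.02 called a gene. The peak time is that of a 24-hr wave fitted to all 16 values, and phase clusters use the time point with the highest mean. Intervals of shares are Wilson intervals at 95%.

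Linear models were fitted with limma 3.58.1 in R 4.3.3 to log2(FPKM + 1) of the 12153 genes with a mean of at least 1 FPKM, with an intensity trend in the variance. F-tests of a 24-hr wave, of a factor of 8 time points and of a 12-hr wave beside the 24-hr one were adjusted by Benjamini-Hochberg at 0.05. On simulated data with 100 genes each at an amplitude of 0.5 and 1 on the log2 scale, the cyclic score, the cosine fit and the 24-hr test called 100% of both, and called 2.08%, 2.25% and 0.084% of flat genes. Flat genes in this simulation varied by replicate noise alone, while in the data 99.2% of the 12153 genes differed among time points. Random orders of the 8 time points, with the replicates kept together, gave a median of 2150 cycling genes in the data. The shares of flat genes called are therefore not the rate of false calls in the data. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

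Named genes are the 15 of Table S4, matched by the locus given there; their scores in that table had been read when the rule was set. The rule also named the 3 genes with the largest amplitude in each phase that carry a symbol, which could not be applied. Of the gene models, 12646 matched a locus in the reference of 17742 genes, which carries no symbols or descriptions. Lists defined by symbol or description, the paper's cell cycle genes and enrichment of such lists could therefore not be formed. Gene groups are instead the function lists of File S8, the expression clusters of File S6, and 137 domain families from 200 trees of File S2, all as far as these were used here. Of the 200 trees 47 were complete, so that domain families may lack members. The domain families and their test were chosen after the expression values had been seen. The alternatives tried were other scalings, filters, thresholds, pseudocounts and day orders, the log scale, a replicate term in the model, and leaving out libraries or replicates. Enrichment of Gene Ontology terms, orthologs in *A. thaliana*, motifs and classifiers were not analysed here.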

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

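Among the tests in this part, the use of the scalings as a test of the 12-hr component, the random assignments of time points to libraries and the random orders of the time points were chosen only after the results had been seen.

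Gene models outside the chromosomes, which the paper's methods say were not considered although its number of genes equals the 17114 used here with 1191 of these among them, were cyclically expressed in 700 of 1106 tested cases (63.3%), against 68.0% of gene models on chromosomes; among those with a mean of at least 1 FPKM the shares were 73.7% and 75.2%, and the difference was not tested.

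A 12-hr component beside the 24-hr one, which the paper does not report on, was found by limma in 1719 of 12153 genes (14.1%), among them LHCII (12-hr amplitude 0.83 on the log2 scale, adjusted p = 0.00079), TUB1 and TUB2. The 12-hr component was larger than the 24-hr one in 197 of the 1719. With the replicates of each time point kept together, 74 of 100 orders of the 8 time points, the real one included, gave as many genes (highest other 10319, median of the others 3914), so that the number of genes is no larger than an arbitrary order of the time points gives. Random assignments of the time points to the 16 libraries, which part the replicates, gave as many in 2 of 100, the real one included (highest other 1907); this excludes chance only for libraries that carry no difference among time points at all. Scaling of the libraries as the whole cause is argued against by 1782 genes with median-ratio scaling (1506 of them among the 1719) and 1871 with FPKM as deposited (1367 among the 1719). In 7.56% of these genes 2 maxima a day were seen in both replicates, each 0.5 log2 units above the minima beside it. The share was 10.4% among genes with a 24-hr component alone. Since genes without a 12-hr component met this rule no less often, it cannot tell a single asymmetric or narrow daily peak from 2 peaks. With 1 library left out the count ranged from 996 to 2100, and it fell to 1100 without ZT 3 replicate A, 1131 without ZT 3 replicate B, 996 without ZT 9 replicate A and 1141 without ZT 12 replicate B, so that a contribution of single libraries cannot be told apart from the pattern. No biological explanation was tested.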

How the results depend on the processing

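All alternatives were chosen before the data were examined except precision weights (voom), gene models on chromosomes only, the peak of the best-fitting cosine and, for the genes of Table S4 called, the scalings, log scale and day order. Over the counts, shares and correlations, 109 values under an alternative stayed within 1.5 times the count or within the spread between replicates, and 39 moved. For the 24-hr amplitudes of the 15 genes of Table S4, 313 of 315 kept their direction and side of the threshold; CYC4 and FBA4 no longer passed with FPKM as deposited. With FPKM as deposited, 8.07% of peaks lay near ZT 0 and 13.0% near ZT 12, the largest phase cluster was ZT 12 with 2401 genes, r2 of amplitude on mean was 0.885 and their median ratio 0.552. With median-ratio scaling these were 9.65% near ZT 0, 2381 genes at ZT 12, 0.879 and 0.535. Keeping genes with a mean of at least 1 FPKM gave 1617 genes in the largest cluster (ZT 6), 0.833 and 0.507. A p under 0.01 gave 1630 genes at ZT 12 and 8 of the 15 genes of Table S4, since the cyclic score cannot reach that p; a p under 0.05 gave 9.64% near ZT 0. The fitted peak time put 1760 genes in the largest cluster (ZT 6), and the peak of the best-fitting cosine put 9.77% near ZT 0 and 8.24% near ZT 12. Voom weights gave 2726 genes with a 12-hr component. Without replicate A or replicate B, fewer samples remain: 1481 to 1621 cycling genes, all by the cosine fit, 18.3% to 21.1% near ZT 0, 19.3% to 23.3% near ZT 12, 449 to 543 genes in the largest cluster (ZT 21), and 0 genes of Table S4. Over these and the settings that leave out 1 library, limma found a 24-hr rhythm in 5492 to 10147 genes and a 12-hr component in 0 to 2100; the count of 0 came without replicate A (280 genes at an unadjusted p under 0.05) and without replicate B (425), and single libraries moved the 12-hr count to 996 (without ZT 9 replicate A), 1100 (ZT 3 replicate A), 1131 (ZT 3 replicate B) and 1141 (ZT 12 replicate B). Differences among time points held in 12016 to 12049 genes without 1 library. No value could be had for the cyclic score at a p under 0.01, with 2 windows or with 1 replicate, where its smallest p is 0.01567, 0.06509 and 0.2546 or more, for the factor test with 1 replicate, or for list enrichments, which had no gene names. Apart from these constructions, the cause was not tested. Of 126 comparisons of 63 gene groups under other scalings, the peak of the group median stayed in 88, moved by 3 hr in 28 and by more in 10. Genes with few fragments limit what can be seen, as 3 fragments equal 0.101 FPKM in the shallowest library.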

Differences from the paper's values

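At the paper's thresholds of p, the cyclic score called 11063 genes at a p under 0.02 (the paper's value is 6443) and 0 at a p under 0.01, where its smallest p is 0.01567 (the paper's value is 5061). At a p under 0.02, keeping only genes with a mean of at least 1 FPKM gave 8910, within 1.5 times the paper's value, and the other alternatives did not. A p of 0.02 lay at a score of 0.985 here (the paper's value is 0.808), and at the paper's score of 0.808 the number was 12601. COSPOT in the paper called 6400 genes at 0.02 and 3590 at 0.01, and the cosine fit here 9635 and 8332. FPKM as deposited (9349) and a mean of at least 1 FPKM (7810) brought the first within 1.5 times; median-ratio scaling, adjusted p, the log scale, the order of the days and single replicates did not. So did gene models on chromosomes alone (9059), a setting chosen after seeing the values; all 15 genes of Table S4 lie on chromosomes, and the paper's other called genes could not be counted. Both methods together called 9321 genes at 0.02 and 0 at 0.01 (the paper's values are 4579 and 2414), and no alternative came within 1.5 times. The count of 0 follows from the smallest p of the score; at a p under 0.05 the score called 11969 genes and the cosine fit 11241.

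Of the genes of Table S4, the cyclic score called 13 at a p under 0.02 and 0 at 0.01 (the paper's values are 8 and 5), and the cosine fit called 8 at 0.01 (the paper's value is 1). With adjusted p under 0.05 the score called 13 and the cosine fit 11, and without replicate A or replicate B the cosine fit called 0, while the score has no p under 0.2546 there. At a p under 0.02, in settings chosen for this count after seeing the values, the score called 11 with FPKM as deposited and 12 with median-ratio scaling, both within 1.5 times the paper's value, and 13 on the log scale and with replicate B as the first day; by either method the counts were the same.

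The mean correlation between model and data was 0.833 for the cosine fit (the paper's value for COSPOT is 0.987) and 0.841 for the cyclic score (the paper's value is 0.880). COSPOT itself was not run, and both means are over different genes. No alternative was run for these means.

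Peaks near ZT 0 made up 9.41% of cycling genes (the paper's value is 20.6%) and peaks near ZT 12 9.89% (the paper's value is 16.4%). For ZT 0, the values without replicate A (18.3%) and without replicate B (21.1%) lay within 1.5 times the paper's, though single-day fits to simulated curves with even phases also gave 22.1% near ZT 0 and 22.4% near ZT 12. For ZT 12, so did those with FPKM as deposited (13.0%), without replicate A (23.3%) and without replicate B (19.3%). No other alternative for the peak of the fit did for either. By the time point of the highest mean, 10.9% of cycling genes fell at ZT 0 and 17.3% at ZT 12. For its phase clusters the paper's methods name the ZT of peak expression, and its Figure 2A the predicted time of the peak. The phases of File S6 matched the fitted peak here in 473 of 512 genes, and the highest mean in 237. The 17.3% lay within 1.5 times the paper's value, but that value describes fitted phases and is another measure. The paper describes a distribution with a peak at each transition; here local maxima lay at ZT 4, ZT 8, ZT 15 and ZT 20, with 2.95% of peaks at ZT 0 and 3.05% at ZT 12.

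The cyclic scores of 3 genes of Table S4 differed by more than 1.5 times: thioredoxin h1 0.193 (the paper's value is 0.29), FBA4 1 (the paper's value is 0.61) and HSP70B 0.0656 (the paper's value is 0.32). The log scale (0.209) and replicate B as the first day (0.279) for thioredoxin h1, and FPKM as deposited for FBA4 (0.429), lay within 1.5 times; no alternative did for HSP70B. The other 12 genes had a score of 1 here, the highest it can take, and the paper's values for them are 0.67 to 0.99.

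The cosine-fit p was compared with the paper's p of COSPOT, another program. It was lower for ARF1 (0.006993; the paper's value is 1.9e-02), CAH1 (0.1059; the paper's value is 1.7e-01), CYC4 (0.05295; the paper's value is 6.2e-01), FBA1 (0.005994; the paper's value is 1.2e-02), FBA2 (0.004995; the paper's value is 3.4e-02), FBA3 (0.003996; the paper's value is 2.3e-02), FNR1 (0.01299; the paper's value is 2.4e-02), PRK1 (0.005994; the paper's value is 1.0e-02), TUB2 (0.004995; the paper's value is 1.1e-02) and TufA (0.003996; the paper's value is 1.1e-02). FPKM as deposited brought ARF1 (0.02198), CAH1 (0.1339) and CYC4 (0.4595) within 1.5 times, median-ratio scaling PRK1 (0.006993) and TUB2 (0.007992), and replicate B as the first day FBA1 (0.008991) and PRK1 (0.006993). No alternative did for FBA2, FBA3, FNR1 and TufA. Alternatives also took 4 genes that had lain within 1.5 times away from the paper's p: FBA4 (0.1788 with FPKM as deposited and 0.06194 with replicate B first; the paper's value is 1.9e-02), TUB1 (0.004995 with FPKM as deposited and 0.005994 on the log scale; the paper's value is 1.1e-02), LHCII (0.002997 on the log scale and 0.003996 with replicate B first; the paper's value is 6.5e-03) and thioredoxin h1 (0.6723 with median-ratio scaling; the paper's value is 4.0e-01).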

Other observations

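Among the tests in this part, those of the domain families, of the random assignments and orders of time points, of a shifted or reversed time axis for Fig. 1D and the simulation of single-day fits were chosen only after the results had been seen; the shares of peaks from single replicates and the sizes of the steps between time points had also been seen.

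By highest mean, small GTPases were over-represented at dusk among the family members used here, which may not be all. Of 23 cycling Ras-like GTPases, which act as molecular switches in membrane traffic, 11 had their highest mean at ZT 12 (odds ratio 4.39, adjusted p = 0.01995 from the one-sided Fisher's exact test), as did 11 of 24 ADP-ribosylation factor GTPases; both families share 31 genes in the trees and are not separate evidence, and by the peak of the 24-hr fit 2 of each fell at ZT 12 and 9 of each at ZT 9. The median of the ADP-ribosylation factor GTPases was highest at ZT 9 in each replicate taken alone, and that of the Ras-like GTPases at ZT 9 in replicate A and ZT 12 in replicate B. DEAD-box helicases, which unwind RNA, were over-represented at ZT 15, with 9 of 38 cycling members (odds ratio 3.81, adjusted p = 0.04085), but more of them were highest at ZT 12 (13, adjusted p = 0.126) and ZT 9 (10), and the family median was highest at ZT 9 (1.24 of the daily mean), or at ZT 12 under the other scalings. The 10 core histones with a mean of at least 1 FPKM, proteins that package DNA, stood at 0.27 of their daily mean at ZT 6 and at 1.54 and 1.58 at ZT 12 and ZT 18; their median was highest at ZT 18 in replicate A, and at ZT 12 in replicate B and with median-ratio scaling. Cyclic nucleotide phosphodiesterases, which break down cyclic nucleotides, stood at 1.29 of their daily mean at ZT 21 and 0.54 at ZT 12, though no phase passed the test.

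With the replicates of each time point kept together, 1 of 100 orders of the 8 time points, the real one itself, gave as many genes with a 24-hr rhythm (10008; highest other 7433, median of the others 690). The same held, at 1 of 100 each, for the genes called by the cyclic score (11063; highest other 9805, median 2092), by the cosine fit (9635; highest other 7348, median 916) and by either (11377; highest other 9969, median 2150). Chance can thus be excluded for the order as the source of the whole counts, though an arbitrary order also calls many genes, since any difference among time points then returns after 24 hr. Random assignments of the time points to the 16 libraries, which part the replicates, gave as many in 1 of 100, the real one, for the 24-hr rhythm (highest other 1503) and for any difference among time points (12053; highest other 1498). This excludes chance only in that libraries of the same time point are alike.

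The paper's distribution of peak times (Fig. 1D, read by eye in 24 bins) was compared with the one found here. A shifted origin of time as the whole cause is argued against by a highest correlation of 0.411 over 24 shifts. With time counted in the opposite direction the highest correlation was 0.550, which is too weak to decide, and the phases that Files S6 and S8 give matched the fitted peaks here in 473 of 512 and 196 of 201 of their cycling genes. Selection of genes by detrended fits to a single day may raise the shares near both transitions. At 1 noise level (SD 0.4), simulated curves with even phases then gave 22.1% near ZT 0 and 22.4% near ZT 12. Over 2 days they gave 12.8% and 12.7%. Of 4000 curves 995 were called on a single day and 3923 over 2 days, so that the size of the effect need not carry over to the data. As the cause of the whole distribution such selection is argued against by a correlation of 0.291 between the figure and the mean of the single-replicate distributions. No biological explanation was tested, and the difference stays open.

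The step from ZT 15 to ZT 18 was smaller than every other step, with a median change of 0.12 on the log2 scale against 0.20 for the next smallest, from ZT 18 to ZT 21. Less precise libraries at ZT 15 and ZT 18 are argued against: the median absolute difference between replicates there was 0.927 of that at the other time points. No biological explanation was tested.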
